# SETDB1-like MET-2 promotes transcriptional silencing and development independently of its H3K9me-associated catalytic activity

**DOI:** 10.1038/s41594-021-00712-4

**Published:** 2022-01-31

**Authors:** Colin E. Delaney, Stephen P. Methot, Veronique Kalck, Jan Seebacher, Daniel Hess, Susan M. Gasser, Jan Padeken

**Keywords:** Epigenomics, Gene silencing

## Abstract

Transcriptionally silenced heterochromatin bearing methylation of histone H3 on lysine 9 (H3K9me) is critical for maintaining organismal viability and tissue integrity. Here we show that in addition to ensuring H3K9me, MET-2, the *Caenorhabditis elegans* homolog of the SETDB1 histone methyltransferase, has a noncatalytic function that contributes to gene repression. Subnuclear foci of MET-2 coincide with H3K9me deposition, yet these foci also form when MET-2 is catalytically deficient and H3K9me is compromised. Whereas *met-2* deletion triggers a loss of silencing and increased histone acetylation, foci of catalytically deficient MET-2 maintain silencing of a subset of genes, blocking acetylation on H3K9 and H3K27. In normal development, this noncatalytic MET-2 activity helps to maintain fertility. Under heat stress MET-2 foci disperse, coinciding with increased acetylation and transcriptional derepression. Our study suggests that the noncatalytic, focus-forming function of this SETDB1-like protein and its intrinsically disordered cofactor LIN-65 is physiologically relevant.

## Abstract (web summary)

Genetic and genome-wide analysis of a catalytically deficient SETDB1-like enzyme, MET-2, in *Caenorhabditis* *elegans* reveals that MET-2 promotes transcriptional silencing and fertility through both H3K9 methylation and focus formation, which blocks histone acetylation.

## Main

The proper segregation of active and inactive regions of the genome during differentiation is critical for the establishment and maintenance of tissue and genome integrity in eukaryotes. Heterochromatic regions of the genome are condensed and sequestered at the nuclear periphery or around nucleoli and are typically not transcribed^1,2^. Constitutive heterochromatin is associated with H3K9me, which is necessary for the repression of satellite repeats and transposable elements^3^. Tissue-specific genes can also be repressed by H3K9me (refs. ^4–6^). Finally, H3K9me mediates chromatin anchoring at the nuclear periphery^7^ and helps prevent interaction between euchromatic and heterochromatic compartments^8,9^. In mammals, the loss of H3K9me is associated with aging, cancer and the impaired maintenance of tissue integrity^10–13^.

The enzymes that establish and maintain heterochromatin form subnuclear clusters or foci in many species^14–19^. In budding yeast, a function has been attributed to these stable perinuclear foci containing the Silent Information Regulator complex: the clustering promotes histone deacetylation and contributes to the stability and spread of repressed chromatin^19^. In mammals, the H3K9 histone methyltransferases (HMTs) SUV39H and SETDB1 remain bound to clusters of heterochromatin throughout the cell cycle^20,21^. In the case of SUV39H, this localized accumulation of the HMT requires an N-terminal chromodomain, which recognizes H3K9me2/me3 and thereby sequesters the enzyme at its chromatin targets^21^. To date, however, no function was assigned to the localized retention of H3K9 HMTs.

Recently, heterochromatic focus formation has been proposed to depend on disordered protein domains and multivalent interactions that promote local phase separation, as exemplified by the H3K9me reader HP1 protein^22,23^. In *Caenorhabditis elegans*, however, foci of MET-2, the SETDB1 homolog responsible for H3K9me deposition, and its disordered domain cofactor LIN-65, remain stable despite downregulation of the worm HP1 homologs^14^. Moreover, MET-2, unlike SUV39H, has no chromodomain. We therefore set out to examine what drives the focal clustering of heterochromatin proteins such as MET-2, and the relationship of such foci to histone H3K9me.

Although several *C. elegans* proteins have been implicated in methylation of H3K9 (refs. ^24–27^), only the double deletion of genes encoding two SET domain-containing proteins, MET-2 and SET-25, eliminates all detectable H3K9me, both in embryos^6,7,28^ and at later stages of somatic development^6,7,29^. The loss of H3K9me compromises the transcriptional repression of tissue-specific genes and repetitive elements^6,30^, although no other common histone methylation marks were altered upon *met-2* and *set-25* ablation^7^. The SET domain of MET-2 has 50% identity to that of SETDB1 (refs. ^18,28,31,32^), which has been shown to methylate histone H3K9 both in vivo^33^ and in vitro^34,35^. Moreover, MET-2 harbors a domain organization very similar to SETDB1, including a methyl CpG binding domain, Pre-SET domain and bifurcated SET domain at the C terminus (Fig. 1a). Nonetheless, the demonstration of HMT activity for recombinant MET-2 has been hindered because the purification of this large, partially unstructured protein with its cofactor, LIN-65, has proven difficult. We will therefore refer to MET-2 as a putative H3K9 HMT.

**Fig. 1:**
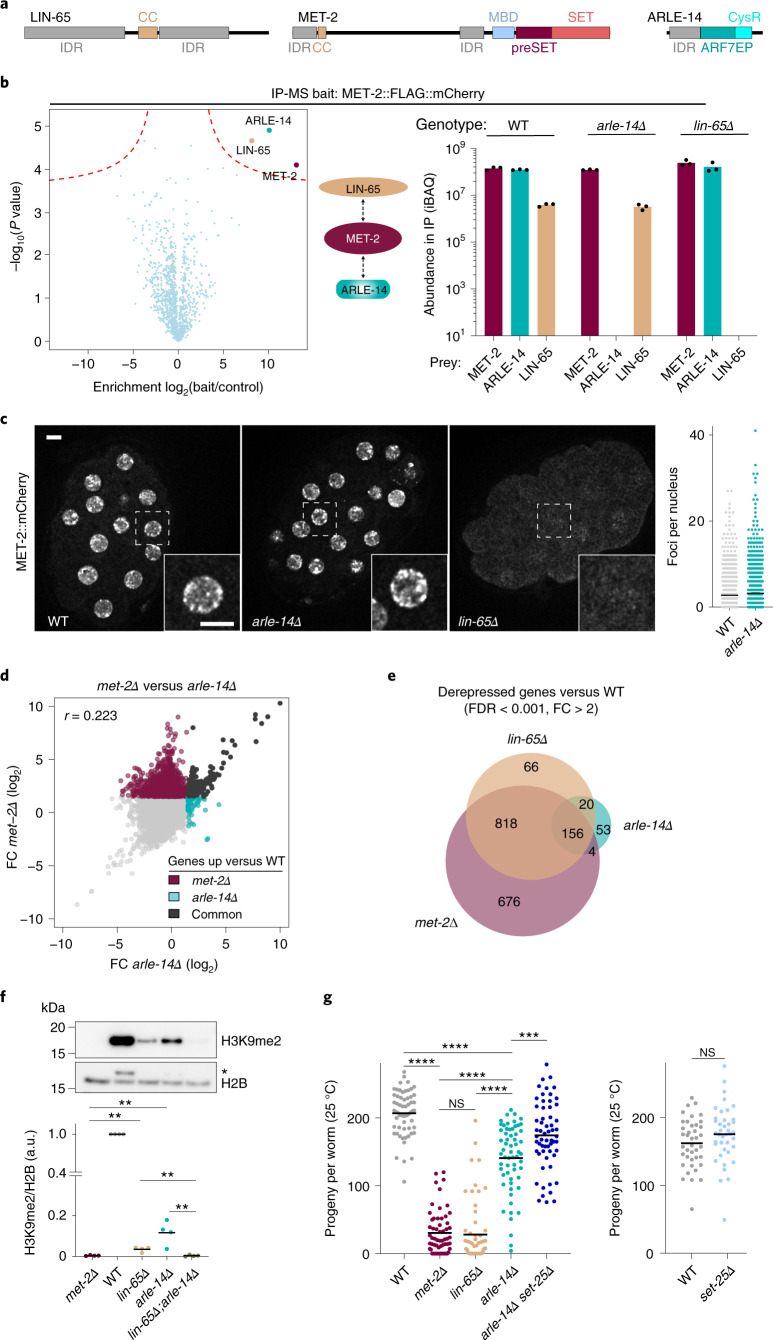
MET-2 foci promote efficient H3K9me and preserve fertility in H3K9me-deficient mutants. **a**, Domain layout of LIN-65, MET-2 and ARLE-14 proteins adapted from SMART(EMBL). IDR, intrinsically disordered region; CC, coiled-coil; CysR, cysteine-rich. **b**, Representative volcano plot from WT embryos and iBAQ (intensity-based absolute quantification) values for each indicated protein from immunoprecipitation–MS/MS using MET-2::FLAG::mCherry as bait. Bars indicate the mean and dots represent individual measurements. **c**, Representative live images of MET-2::mCherry in WT, *arle-14Δ(tm6845)* or *lin-65Δ* embryos and quantification of MET-2 foci. Scale bar, 5 µm. *N* = 3, *n* = 30. Nuclei: WT = 840, *arle-14Δ* = 961. **d**, Correlation between *met-2Δ* and *arle-14Δ* FC in gene expression (log_2_FC) compared with WT. Colors marking significantly changed genes (FDR < 0.001; log_2_FC > 1): *met-2*, dark red; *arle-14*, turquoise; common genes, black. Pearson correlation coefficient (*r*) is displayed. **e**, Venn diagram showing overlap of *lin-65Δ*-, *arle-14Δ*- and *met-2Δ*-derepressed genes. *lin-65Δ* data from ref. ^14^. **f**, Representative western blot and quantification of H3K9me2 normalized to histone H2B in WT, *lin-65;arle-14* embryos and sibling single mutants. *N* = 4. Image (*) marks residual H3K9me2 signal. *P*(*met-2Δ*, *lin-65Δ*) = 2.4 × 10^−3^, *P*(*met-2Δ*, *arle-14Δ*) = 9.0 × 10^−3^, *P*(*lin-65Δ*, *lin-65Δ;arle-14Δ*) = 2.6 × 10^−3^, *P*(*arle-14Δ, lin-65Δ;arle-14Δ*) = 9.0 × 10^−3^. **g**, Progeny number per worm at 25 °C in WT, *met-2Δ*, *lin-65Δ*, *arle-14Δ* and *arle-14Δ set-25Δ(n5021)*. *N* = 3, *n* = 60. Independent experiments comparing progeny number between WT and *set-25Δ* are included as a reference. *N* = 2, *n* = 40. *P*(WT, *met-2Δ*) = 6.7 × 10^−13^, *P*(WT, *arle-14Δ*) = 7.3 × 10^−13^, *P*(*met-2Δ, lin-65Δ*) = 0.998, *P*(*met-2Δ, arle-14Δ*) = 6.7 × 10^−13^, *P*(*lin-65Δ, arle-14Δ*) = 6.7 × 10^−13^, *P*(*arle-14Δ, arle-14Δ set-25Δ*) = 0.0002 by one-way analysis of variance (ANOVA), followed by Tukey post hoc test. ***P < 0.0001, ****P < 0.00001; a.u., arbitrary units; IP, immunoprecipitation. Source data

In cells, MET-2 and its two cofactors, the intrinsically disordered protein LIN-65 (refs. ^14,18^), and the poorly characterized but conserved ARLE-14, form foci that coincide with H3K9 methylation^14,18^. Not only the MET-2 partners, but also their regulatory interactions, are conserved in flies (Windei and CG14464 bind dSETDB1)^36,37^ and mammals (ATF7IP and ARLE14EP bind SETDB1)^38–40^. Ablation of *lin-65* (or *atf7ip*) leads to a loss of MET-2 (or SETDB1) in nuclei, respectively^14,18,41^, and in worms, *lin-65* deletion compromises the formation of MET-2 foci and derepresses a large subset of MET-2-sensitive targets^14,18^. Consistent with the notion that the unstructured domains present in LIN-65 contribute to MET-2 focus formation, these foci are sensitive to interventions that disrupt phase-separated condensates, such as treatment with 1,6-hexanediol and heat^14^.

Here we examined the mechanisms of MET-2-mediated heterochromatin silencing and its impact on development and fertility. Unexpectedly, we discovered a function for MET-2 protein that operates alongside its role in H3K9 methylation and correlates with focus formation. Restoring foci with a catalytic-deficient MET-2 maintained low acetylation levels on heterochromatin and rescued somatic developmental rates, mitigating inappropriate transcription and infertility. This was achieved in an ARLE-14-dependent manner. We argue that MET-2 promotes gene repression through both catalytic and noncatalytic functions, the latter coinciding with heterochromatic MET-2 focus formation.

## Results

To understand how MET-2 is regulated, we examined in greater detail its interaction with ARLE-14 and LIN-65 (refs. ^14,18^). LIN-65, similar to its homolog ATF7IP, is composed of two very large regions of disorder surrounding a coiled-coil domain (Fig. 1a). Reports in flies and mammals have shown this coiled-coil domain binds the N terminus of SETDB1 (refs. ^16,42^). ARL14EP, the mammalian homolog of ARLE-14, requires its conserved cysteine-rich C-terminal domain to bind SETDB1 (ref. ^43^). We examined the interdependence of MET-2 complex formation using mutants and mass spectrometry. In wild-type (WT, N2) embryos expressing MET-2::FLAG::mCherry, only ARLE-14 and LIN-65 were highly enriched in the MET-2 pulldown (Fig. 1b)^14,18^. Neither the ablation of *lin-65* (*lin-65Δ*(*gw1465*)) nor of *arle-14* (*arle-14Δ*(*tm6845*)) affected binding of the other cofactor to MET-2. We conclude that ARLE-14 and LIN-65 interact independently with MET-2.

Loss of *lin-65* impairs both MET-2 nuclear accumulation and concentration into subnuclear foci (Fig. 1c)^41^, and thus largely phenocopies *met-2* deletion^14,18^. To distinguish roles of nuclear accumulation from focus formation, we introduced a nuclear localization signal (NLS) to the endogenously tagged *met-2::mCherry* locus by CRISPR (*NLS::met-2*). The NLS::MET-2::mCherry nucleoplasmic signal was stronger than the WT MET-2::mCherry that traffics between the cytosol and nucleus^14,18^, but in both cases foci were clearly distinguishable (Extended Data Fig. 1a). Whereas the ablation of *lin-65* eliminated the nuclear enrichment of WT MET-2::mCherry, the NLS::MET-2 fusion protein remained nuclear but failed to form foci in the absence of LIN-65. Western blotting confirmed that H3K9me2 levels were not altered by the NLS tag on MET-2 as long as LIN-65 was present, and dropped similarly upon deletion of *lin-65* (Extended Data Fig. 1b). We conclude that nuclear accumulation of MET-2 is not sufficient for H3K9 HMT activity and focus formation, and that LIN-65 promotes both.

In contrast to LIN-65, ARLE-14 is not required for general silencing of repetitive elements^14,18^, and its loss compromised neither the nuclear import of MET-2 nor the number of foci formed (Fig. 1c). Nevertheless, embryos carrying either *arle-14Δ* or two other independent *arle-14* mutant alleles lost a majority of H3K9me2, as shown by quantitative fluorescence and western blots (Extended Data Fig. 1c,d). The impacts of *lin-65Δ* and of *arle-14Δ* on H3K9me2 levels in embryos were similar. Whereas we previously found that MET-2 stability is reduced in embryos lacking *lin-65* (ref. ^14^), the loss of *arle-14* did not reduce MET-2::mCherry levels (Extended Data Fig. 1e). These data argue that both ARLE-14 and LIN-65 promote MET-2 methylation activity, while only LIN-65 is essential for MET-2 focus formation.

Because the loss of H3K9me is associated with a failure to silence heterochromatin^5,6,33,44^, we examined gene expression in *arle-14Δ* using RNA sequencing (RNA-seq). Remarkably, only 14% of the genes derepressed by loss of *met-2* (*met-2Δ* genes) were upregulated in *arle-14Δ* (Fig. 1d,e), while 59% of the *met-2Δ*-derepressed genes were upregulated in *lin-65Δ*. These data suggested that residual low levels of H3K9me2 in combination with the preserved accumulation of MET-2 into foci (promoted by LIN-65 in the *arle-14* mutant) restricts gene derepression.

Because *arle-14* and *lin-65* mutants had different effects on transcription and focus formation, we performed epistasis analysis for the two genes, monitoring H3K9 methylation. We found that the *lin-65Δ;arle-14Δ* double mutant displayed a greater loss of H3K9me2 than either single mutant alone, achieving the same drop in methylation as in *met-2Δ* embryos (Fig. 1f). Consistent with the fact that ARLE-14 and LIN-65 interact with MET-2 independently of each other, we conclude that they function in parallel to promote MET-2’s role in H3K9 methylation.

*C. elegans* animals lacking all H3K9me reproduced efficiently when cultivated at 20 °C or below, yet the loss of *met-2* strongly accentuated the reduced fertility of worms at 25 °C, coincident with elevated levels of p53-dependent germline apoptosis (refs. ^6,30^). This loss of germline arises largely from the formation of R-loops at repeat elements, which are promiscuously transcribed upon loss of *met-2* (refs. ^6,30^). To test whether ARLE-14 and LIN-65 differentially affect worm fertility, we quantified the number of progeny in *arle-14Δ* and *lin-65Δ* mutants. We observed an enhanced loss of viable progeny in both *met-2Δ* and *lin-65Δ* animals at 25 °C, while the *arle-14Δ* population was only modestly decreased in comparison with WT worms, despite having a near equal drop in H3K9me2 (Fig. 1g and Extended Data Fig. 1f). The striking difference in the impact of *lin-65Δ* and *arle-14Δ* on fertility was substantiated independently at 20 °C (ref. ^14^, and see Fig. 4a below). The residual fertility in *arle-14Δ* animals was not dependent on SET-25, which is required for all H3K9me3 in embryos^7,28,30^, as the *arle-14Δ set-25Δ* double mutant was no less fertile than *arle-14Δ* alone (Fig. 1g).

We note that in both *lin-65Δ* and *arle-14Δ* embryos substantially more H3K9me2 is retained than in *met-2Δ* animals (Fig. 1f and Extended Data Fig. 1d), yet *lin-65Δ* phenotypes parallel those of *met-2Δ* more closely than those of *arle-14Δ*. This suggested that H3K9me2 and *met-2Δ* might not correlate strictly for all phenotypic read-outs, raising the possibility that MET-2 has functions beyond H3K9me deposition. These functions nonetheless require LIN-65 and its incumbent focus formation.

### Catalytically deficient MET-2 attenuates defects of *met-2Δ*

To test directly whether MET-2 has a function beyond ensuring H3K9me deposition, we used CRISPR-mediated mutagenesis to compromise the active site of MET-2’s SET domain. The C1237A mutation *met-2(gw1660)* (hereafter *met-2-CD*) alters a highly conserved motif that is essential for the catalytic activity of SET domain proteins generally^45–47^ (Fig. 2a), and specifically of SETDB1 (ref. ^48^). Consistently, we find that H3K9me2 and H3K9me3 levels dropped to the same level in *met-2-CD* as in *met-2Δ* (Fig. 2b–d and Extended Data Fig. 2a,b). Moreover, H3K9me2 levels were as low in *met-2Δ set-25Δ* as in *met-2-CD set-25Δ* double mutants (Fig. 2c). Mass spectrometry suggested that H3K9me1 might not be completely abolished in the *met-2-CD* strain (Extended Data Fig. 2b), although this potential difference in H3K9me1 could not be detected by western blot (Extended Data Fig. 2a), nor was *met-2-CD* sufficient to preserve H3K9me1/2/3-dependent perinuclear anchoring of a well-characterized heterochromatic reporter (Extended Data Fig. 2c)^7,49^. Taken together, we conclude that *met-2-CD* is catalytically deficient for H3K9 methylation yet does not compromise MET-2 protein levels (Extended Data Fig. 2d) or MET-2’s ability to bind ARLE-14 or LIN-65 (Extended Data Fig. 2e). This mutant made it possible to monitor H3K9me2-independent functions of MET-2.

**Fig. 2:**
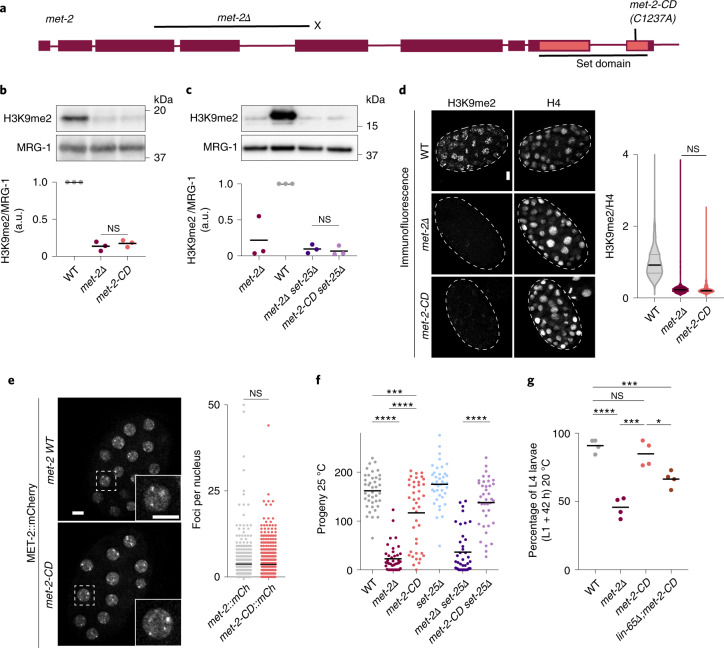
MET-2 deficient in H3K9 HMT activity forms foci and promotes germline and somatic development. **a**, Allele map of *met-2* locus showing deletion allele *met-2Δ(n4256)* as black bar and point mutant *met-2-CD(gw1660)*. Amino acid change is shown in parentheses. Putative stop codon for *met-2Δ* is shown with an ‘X’. The SET domain is indicated with light red. **b**,**c**, Representative western blot and quantification of H3K9me2 in WT, *met-2Δ* and *met-2-CD* (**b**) or WT, *met-2Δ*, *met-2Δ set-25Δ* and *met-2-CD set-25Δ* (**c**). *N* = 3. NS, nonsignificant by two-sided *t*-test. **d**, Immunofluorescence and quantification of H3K9me2 normalized to H4 in WT, *met-2Δ* and *met-2-CD*. Scale bar, 5 µm. *N* = 3, *n* nuclei(embryos): WT = 1,542(49), *met-2Δ* = 985(51), *met-2-CD* = 819(39). Median and quartiles shown. NS, not significant by one-way ANOVA, followed by Tukey post hoc test. **e**, Live imaging of embryos expressing either WT MET-2 or MET-2-CD::mCherry and quantification of MET-2 foci per nucleus. Scale bar, 5 µm. *N* = 3, nuclei(embryos): *met-2::mCherry* = 569(30), *met-2-CD::mCherry* = 613(30). NS, not significant by two-sided Wilcoxon signed-rank test. **f**, Brood sizes of the indicated strains at 25 °C. *N* = 2, *n* = 40. *P*(WT, *met-2Δ*) = 4.7 × 10^−14^, *P*(WT, *met-2-CD*) = 0.0002, *P*(*met-2-CD, met-2Δ*)=1.04 × 10^−13^, *P*(*met-2Δ set-25Δ, met-2-CD set-25Δ*) = 1.05 × 10^−13^, by one-way ANOVA, followed by Tukey post hoc test. **g**, Percentage of synchronized L1s that develop into L4 larvae 42 h after re-feeding at 20 °C. *N* = 4. *P*(WT, *met-2Δ*) = 4.7 × 10^−5^, *P*(WT, *lin-65Δ;met-2-CD*) = 7.2 × 10^−4^, *P*(*met-2Δ*, *met-2-CD*) = 5.5 × 10^−4^, *P*(*met-2-CD*, *lin-65Δ;met-2-CD*) = 0.015; ***P < 0.0001, ****P < 0.00001. Source data

We introduced the *met-2-CD* mutation (C1237A) into the *met-2::mCherry* locus to track catalytically deficient MET-2 in live embryos. We found that MET-2-CD forms foci, and the number of foci did not differ from WT MET-2 (Fig. 2e). Both WT and MET-2-CD foci were dependent on LIN-65, and thus we concluded that MET-2 foci can form independently of HMT catalytic activity. This allowed us to distinguish the physiological effects arising from a loss of H3K9me2 from those caused by the dispersion of MET-2 foci.

Because fertility is sensitive to the loss of H3K9me, we next scored progeny in *met-2-CD* animals. Despite being H3K9me-deficient, the *met-2-CD* population retained higher levels of fertility than *met-2Δ* animals, and this was independent of *set-25* (Fig. 2f). Previous work has shown that *met-2Δ* animals also display a stochastic delay in development^30^, which we quantified by scoring the number of L1 larvae that develop to the L4 larval stage by 42 h in a synchronized culture at 20 °C. In contrast to *met-2Δ*, *met-2-CD* animals had no notable developmental delay (Fig. 2g). Moreover, the rescue of development timing was reduced upon *lin-65* ablation (Fig. 2g). In conclusion, a LIN-65-dependent function of MET-2-CD is important for normal development in both somatic and germline tissues, suggesting a role for MET-2 foci that is independent of MET-2’s HMT activity.

### MET-2-CD can repress heterochromatic genes

It was unclear whether MET-2-CD would be sufficient to preserve gene repression, despite the drop in H3K9me2 found in this mutant. We performed transcriptome analysis in *met-2-CD*, *met-2Δ* and WT early embryos. Importantly, most of the genes upregulated in *met-2Δ* were also upregulated in *met-2-CD*, highlighting the importance of H3K9me in maintaining repression (Fig. 3a, ‘common’ genes, *N* = 1225). However, there were 271 *met-2Δ* targets that were upregulated in *met-2Δ* but not in *met-2-CD* (‘*met-2Δ*-specific’ genes) and 179 genes that exhibited a mitigated response (derepression was more than 2-fold lower in *met-2-CD* than in *met-2Δ*, ‘*met-2Δ* ≫ *met-2-CD*’, Fig. 3b). In other words, 28% of *met-2* target genes retained complete or partial repression in *met-2-CD* embryos.

**Fig. 3:**
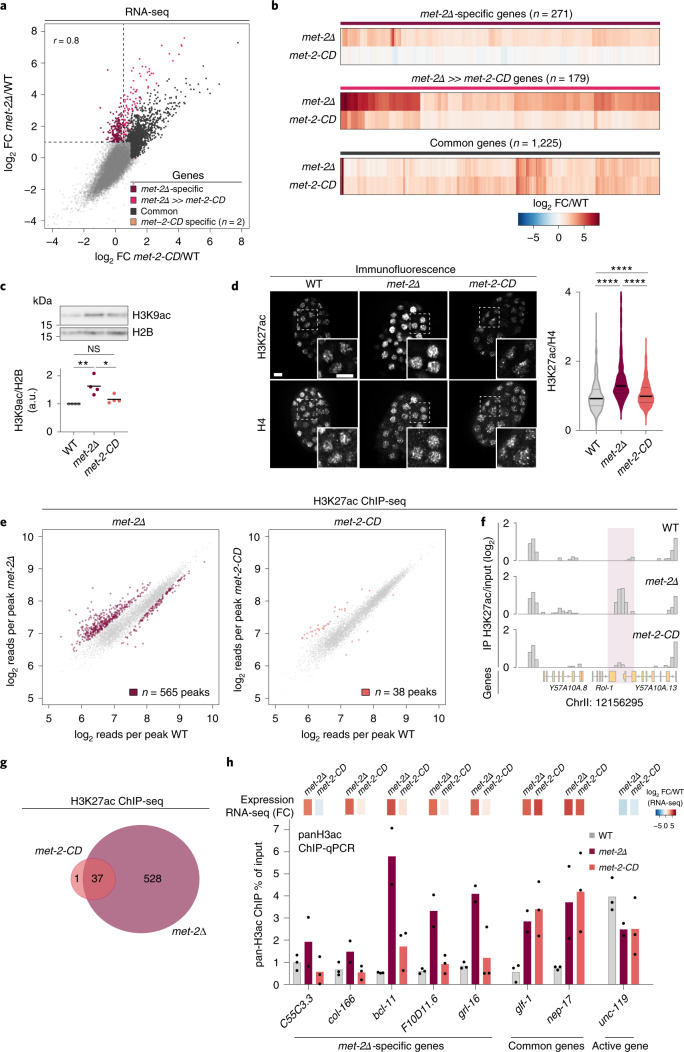
MET-2-CD foci mitigate transcriptional activation and histone acetylation. **a**, Correlation of RNA-seq log_2_ FCs between *met-2Δ* and *met-2-CD* relative to WT embryos. Genes significantly upregulated to WT in both *met-2Δ* and *met-2-CD* are colored in black (FDR < 0.01; FC > 2). Genes that are upregulated to WT and >2-fold higher in the *met-2Δ* compared with *met-2-CD* are colored in red (FDR < 0.01). Dotted line demarcates *met-2Δ*-specific genes (FDR < 0.01 and FC > 2 in *met-2Δ/WT*, and FC < 0.1 in *met-2-CD/WT*). Pearson correlation coefficient (*r*) is displayed. *N* = 3. **b**, log_2_FC of *met-2Δ*-specific genes, *met-2Δ»met-2-CD* and common genes in *met-2Δ* and *met-2-CD*. **c**, Representative western blot and quantification comparing H3K9ac levels in WT, *met-2Δ* and *met-2-CD* embryos. *N* = 4. *P*(*met-2Δ*, *met-2-CD*) = 0.038, *P*(WT, *met-2Δ*) = 0.0078. **d**, Immunofluorescence and quantification of mean H3K27ac signal per nucleus normalized to H4 in WT, *met-2Δ* and *met-2-CD*. Scale bar, 5 µm. *N* = 3, *n* nuclei(embryos): WT = 780(44), *met-2Δ* = 778(47), *met-2-CD* = 765(38). Median and quartiles shown. *P*(WT, *met-2Δ*) < 2.0 × 10^−16^, *P*(WT, *met-2-CD*) = 1.1 × 10^−5^, *P*(*met-2Δ, met-2-CD*) < 2.0 × 10^−16^ by two-sided Wilcoxon signed-rank test. **e**, H3K27ac ChIP-seq in *met-2Δ* or *met-2-CD* early embryos compared with WT. Scatterplot correlates the mean number of reads per peak (normalized to input, log_2_) in *met-2Δ* or *met-2-CD* with WT. Differentially enriched peaks for each genotype versus WT are highlighted in color (FDR < 0.01). *N* = 3. **f**, H3K27ac ChIP-seq exemplar region of Chr II is shown (*N* = 3). Pink box highlights a peak with gain of acetylation in *met-2Δ* embryos but not in *met-2-CD*. **g**, Venn diagram of H3K27ac differentially enriched peaks in ChIP-seq strains shown in **e** compared with WT (FDR < 0.01). **h**, Expression heatmap and pan-H3ac ChIP-qPCR at representative *met-2Δ*-specific genes, common genes or the *met-2* independent gene *unc-119*. Bars indicate the mean and dots represent individual measurements. *N* = 3 (*met-2Δ* *N* = 2). ChIP-qPCR, Chromatin Immunoprecipitation followed by quantitative real-time PCR; *P < 0.01, **P < 0.001, ****P < 0.00001. Source data

Heterochromatin is not only marked by H3K9me but is also characterized by a general hypoacetylation of histone tails. In contrast, gene activation is associated with increased histone tail acetylation. Intriguingly, mass spectrometry showed a global increase in H3K9 acetylation in *met-2Δ* embryos that was absent in *met-2-CD* embryos (Extended Data Fig. 2b). We confirmed this result by western blot and immunofluorescence, showing that both histone H3 and H4 acetylation (Extended Data Fig. 3a), including H3K9ac and H3K27ac (Fig. 3c,d), were increased in *met-2Δ* embryos, but not in *met-2-CD* embryos. These results suggested that the aberrant gain of acetylation in *met-2Δ* animals is not an inevitable consequence of H3K9me loss.

To see which loci gain histone acetylation in *met-2* mutants, we performed Chromatin immunoprecipitation followed by genome-wide sequencing (ChIP-seq) in early embryos. 

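H3K27ac ChIP-seq libraries came from early embryos of WT, met-2Δ and met-2-CD worms kept at 20 °C, with 3 replicates per genotype. Each replicate gave an immunoprecipitated (IP) library and an input library, which is chromatin sequenced without immunoprecipitation. The authors aligned the reads to ce10, kept uniquely aligned reads and counted them in 500-bp windows along the genome, and the deposited values are these counts without normalization. The IP libraries held a median of 21361728 counted reads in WT (from 19327992 to 26141674), 31083804 in met-2Δ (from 30633968 to 36470940) and 27474318 in met-2-CD (from 21121024 to 29983456). The input libraries of these genotypes held between 16899918 and 65133682 counted reads. Counts were scaled by the total of all windows to the mean library size, and the enrichment of a window was the log2 ratio of IP to input after a pseudocount of 2 was added to both. Windows with an enrichment of at least 1 in at least 2 of the IP and input pairs, over all genotypes and treatments, and with a mean scaled input of at least 10 were joined where they were adjacent. This gave 5216 regions, which covered 20709 of 200579 windows and had a median width of 1500 bp. Peaks called with MACS2 were not used here, and these regions took their place. Regions were compared between groups with edgeR's quasi-likelihood test on the IP counts, with the totals of all windows as library sizes, and were counted as changed at a Benjamini-Hochberg adjusted p-value under 0.01. The regions held 25.5% ± 2.06 (SD, n = 3) of the IP reads in WT, 22.4% ± 3.24 (SD, n = 3) in met-2Δ and 25.4% ± 5.36 (SD, n = 3) in met-2-CD. In the input libraries of these genotypes, the mean share was between 10.6% and 10.8%. The IP share in neither mutant differed from WT by more than the replicates did (two-sided exact permutation test, p = 0.3 for met-2Δ and p = 1 for met-2-CD, where 3 replicates against 3 cannot give a p below 0.1). As a check of the strain labels, the 2 adjacent windows from 8376567 to 8377566 on chromosome III, the chromosome that carries met-2, had 0 input reads in the 3 met-2Δ replicates together and between 177 and 297 input reads in each replicate of the other groups. They were found by a scan for windows without reads that was chosen after the counts had been seen.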

We concentrated on H3K27ac due to its well-described role in transcriptional activation and enhancer function^50^. Relative to WT embryos, we defined 565 differentially enriched H3K27ac peaks in *met-2Δ*, while only 38 changes were detected in *met-2-CD* (Fig. 3e,f). 

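In met-2Δ, 48 regions differed from WT, of which 43 gained and 5 lost H3K27ac, and 568 regions had an unadjusted p-value under 0.05. The log2FC of the gained regions lay between 0.73 and 1.70 with a median of 0.92, and that of the lost regions between -1.65 and -0.79. The median log2FC of all tested regions was -0.18. In met-2-CD, 9 regions differed from WT, 7 of them gained and 2 lower, and 153 had an unadjusted p-value under 0.05. One of the lower regions, on chromosome V from 5080954 to 5081453, had 0 input reads in each met-2-CD replicate, so its call does not measure H3K27ac. Without met-2-CD replicate 3, the met-2-CD calls were 2 gained and 4 lower, and 384 regions had an unadjusted p-value under 0.05. No other fit with a replicate left out had more lower than gained regions. With edgeR's TMM normalization, 397 regions had such a p-value in met-2-CD. The met-2Δ count moved most with the definition of the regions, from 6 with an enrichment of at least 1.5 to 340 when every window past the input minimum was tested on its own. Deviations from the group mean were correlated between WT and met-2Δ replicates of the same number, with a mean r of 0.218 across regions, which are not independent replicates. This was the highest value among the pairs of groups, and the mean r over all pairs was 0.0247. With the replicate number as a replicate block, 36 regions differed in met-2Δ.

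The gained region with the lowest p-value lay on chromosome V from 15590409 to 15591908 (ce10). It held 1225 ± 234 scaled IP reads (SD, n = 3) in met-2Δ and 377 ± 48.2 (SD, n = 3) in WT, a log2FC of 1.70 (SE 0.19, edgeR adjusted p = 4.8e-16) that stayed between 1.54 and 1.81 with each replicate left out in turn. In met-2-CD it held 617 ± 106 scaled IP reads (SD, n = 3), a log2FC over WT of 0.71 (SE 0.19, edgeR adjusted p = 0.030). The next region, on chromosome II from 12175962 to 12176961, held 648 ± 78.9 scaled IP reads (SD, n = 3) in met-2Δ and 233 ± 21.1 (SD, n = 3) in WT, a log2FC of 1.47 (SE 0.19, edgeR adjusted p = 8.0e-12) with a range of 1.38 to 1.55 with replicates left out. Its log2FC in met-2-CD was 0.74 (SE 0.19, edgeR adjusted p = 0.027). Among the lost regions, the one on chromosome I from 10034458 to 10035957 had a log2FC of -1.28 in met-2Δ (SE 0.18, edgeR adjusted p = 6.1e-09). Another on chromosome V from 19951891 to 19952390 had a log2FC of -1.65 (SE 0.34, edgeR adjusted p = 3.9e-04), but held only 17.9 ± 2.40 (SD, n = 3) scaled IP reads in met-2Δ and passed the threshold in 4 of the 6 fits that left out a replicate.

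Around the position printed in Fig. 3f on chromosome II, 1 region was tested within 10 kb and 0 were called. That region, from 12162462 to 12163961, is 6167 bp from the printed position and had a log2FC of -0.13 in met-2Δ (SE 0.18, edgeR adjusted p = 0.67), whose sign changed under TMM normalization (0.06). The gained region from 12175962 to 12176961 is 19667 bp from that position.

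Tested directly against each other, met-2Δ and met-2-CD differed at 4 regions, all higher in met-2Δ and including the region without input reads in met-2-CD, and 252 regions had an unadjusted p-value under 0.05 where 260.8 would have it without any difference. That number depended on the normalization and was 397 with TMM and 415 with DESeq2's median-of-ratios size factors, which called 9 and 29 regions. It also depended on single replicates, from 89 without met-2Δ replicate 3 to 785 without met-2Δ replicate 2. Some settings also called regions lower in met-2Δ. Input subtraction gave 3 higher and 4 lower, an enrichment of at least 0.5 gave 16 and 4, and all windows past the input minimum gave 46 and 10. The gained region on chromosome V from 15590409 to 15591908 was among the 4 regions of the main setting. Its log2FC of 0.99 (SE 0.18, edgeR adjusted p = 9.1e-05) passed in 4 of the 6 fits with a replicate left out. A region on chromosome II from 12196462 to 12196961 had few reads, with 46.6 ± 6.36 (SD, n = 3) scaled IP reads in met-2Δ and 11.4 ± 7.12 (SD, n = 3) in met-2-CD, and passed in 3 of 6 such fits.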

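Of the regions that differed from WT in met-2-CD, the one without input reads in met-2-CD included, 6 (66.7%) also differed in met-2Δ, all of them gained in both mutants (odds ratio 243, two-sided Fisher's exact test over all tested regions, p = 3.6e-11). Both contrasts used the same WT replicates, which can produce overlap by itself, so this test cannot tell a shared change from shared WT replicates. With disjoint WT replicates, the Spearman correlation of the log2FC values across regions fell from 0.668 to a mean of 0.239. Without WT replicate 2, none of the regions called in met-2-CD was called in met-2Δ. The shared gained region with the lowest p-value lay on chromosome I from 11684951 to 11685950 (ce10). It held 485 ± 74.7 scaled IP reads (SD, n = 3) in met-2-CD, 528 ± 105 (SD, n = 3) in met-2Δ and 232 ± 41.1 (SD, n = 3) in WT, with a log2FC of 1.06 in met-2-CD (SE 0.19, edgeR adjusted p = 3.7e-05) and 1.18 in met-2Δ (SE 0.19, edgeR adjusted p = 2.0e-07), and passed in met-2-CD in 5 of the 6 fits that left out a replicate. A region on chromosome II from 2271004 to 2271503 had a log2FC of 1.09 in met-2-CD (SE 0.20, edgeR adjusted p = 3.7e-05), was also called in met-2Δ (edgeR adjusted p = 2.1e-08), and passed in met-2-CD in 4 of the 6 such fits.

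The remaining 3 regions were not called in met-2Δ. On chromosome V, the region from 5080954 to 5081453 held 4, 2 and 1 IP reads in the met-2-CD replicates and 0 input reads in each of them, against 211 ± 40.9 (SD, n = 3) scaled IP reads and 136 ± 33.4 (SD, n = 3) scaled input reads in WT. It was also lower in HS than in WT, with a log2FC of -0.81 (SE 0.22, edgeR adjusted p = 0.0013). On chromosome II, the region from 1930006 to 1931005 was lower in met-2-CD than in WT, with a log2FC of -0.82 (SE 0.19, edgeR adjusted p = 0.0059), and passed in 0 of the 6 fits with a replicate left out. It was higher in met-2Δ than in met-2-CD by a log2FC of 1.17 (SE 0.18, edgeR adjusted p = 7.0e-07), and this difference passed in all 6 such fits. On chromosome V, the region from 15585409 to 15586408 gained H3K27ac in met-2-CD with a log2FC of 0.88 (SE 0.19, edgeR adjusted p = 0.0024, in 3 of 6 such fits) and had a log2FC of 0.32 in met-2Δ (SE 0.19, edgeR adjusted p = 0.47).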

All but one of the rare *met-2-CD* peaks were also observed in *met-2Δ* embryos (Fig. 3g). In addition, we examined the enrichment for pan-histone H3 acetylation (H3ac) at a subset of *met-2Δ*-specific genes by Chromatin Immunoprecipitation followed by quantitative real-time PCR (ChIP-qPCR). Compared with WT, these loci were enriched for H3ac in *met-2Δ* but not in *met-2-CD* embryos (Fig. 3h), whereas for common targets or a nonrepressed control, H3ac enrichment was very similar in *met-2Δ* and *met-2-CD* strains (Fig. 3h). The lack of acetylation in the *met-2-CD* embryos was not linked to residual H3K9me1, as the two mutants (*met-2-CD* and *met-2Δ*) had equally low levels of H3K9me1 at these loci (Extended Data Fig. 3b). Instead, the data suggested that MET-2 contributes to transcriptional repression and blocks the acetylation of specific loci, independent of its HMT activity.

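At the regions that gained H3K27ac in met-2Δ, the median log2FC in met-2-CD was 0.66, with quartiles at 0.51 and 0.82, which was 72.4% of the median in met-2Δ. This share depends on the normalization, because with library totals the median of all tested regions was -0.18 in met-2Δ and 0.003 in met-2-CD. The log2FC in met-2-CD was above 0 at each of the regions gained in met-2Δ. Because both mutants were compared with the same WT replicates, the regions were also chosen against a pair of WT replicates and the log2FC in met-2-CD was taken against the WT replicate left out. It was then above 0 at 96.7%, 100% and 100% of the gained regions, against 21.9%, 52.2% and 77.0% of the other regions. The direct log2FC of met-2Δ over met-2-CD had a median of 0.29 at the gained regions, against -0.18 over all tested regions. It was above 0 at 38 of the gained regions, with an unadjusted p-value under 0.05 at 14 and an adjusted p-value under 0.01 at 1. The median over all tested regions was -0.005 without met-2-CD replicate 3, and between -0.28 and -0.10 without any other replicate. That met-2-CD replicate had 31.6% of its IP reads in the regions, against 22.6% and 22.1% in the others. The gained regions were chosen for a high value in met-2Δ. Their comparison with met-2-CD was therefore also made with each met-2Δ replicate left out of the choice in turn. The replicate left out was above the mean of the met-2-CD replicates at 91.7% of 24 gained regions, 100% of 14 and 71.1% of 38, with a median log2 difference of 0.36, 0.48 and 0.20.

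**Figure D1:**
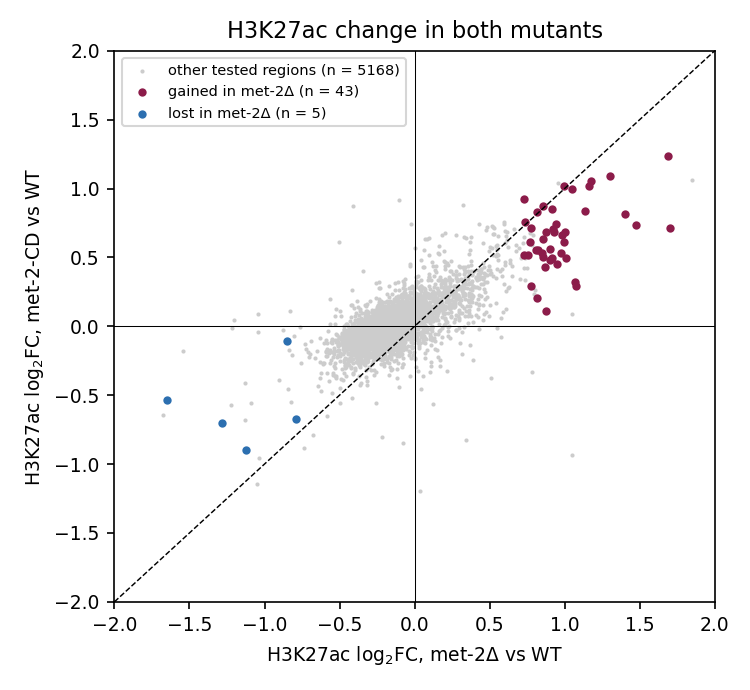
H3K27ac log2FC over WT in met-2Δ (x axis) and met-2-CD (y axis), with one point per tested region, dark red for regions gained and blue for regions lost in met-2Δ, and a dashed line of equal change. The regions gained in met-2Δ lie above 0 in both mutants and most of them lie below the dashed line; the region on chromosome V from 5080954 to 5081453, with a log2FC of -6.37 in met-2-CD, is outside the plotted range.

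By mass spectrometry, western blot and immunofluorescence, the paper reports more histone acetylation in met-2Δ embryos and no such increase in met-2-CD. From these data, the difference in H3K27ac peaks, and its ChIP-qPCR of H3ac and H3K9me1, it proposes that MET-2 blocks acetylation of specific loci. In its proposal this is independent of the HMT activity of MET-2.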

### ARLE-14 promotes MET-2 association with chromatin

After determining that catalytic-dependent and -independent roles for MET-2 exist in gene repression, we sought to see if ARLE-14 plays a role in the noncatalytic MET-2 function. If ARLE-14 simply promotes MET-2 HMT activity, *met-2-CD* would be epistatic with *arle-14*. We examined fertility at both 20 °C and 25 °C in *arle-14Δ met-2-CD* double mutant animals. Remarkably, at 20 °C neither *arle-14Δ* nor *met-2-CD* single mutants had significantly fewer progeny than WT animals (Fig. 4a). However, the *arle-14Δ met-2-CD* population showed a synthetic loss of viable offspring at both temperatures, phenocopying *met-2Δ* mutants (Fig. 4a and Extended Data Fig. 4a). This was surprising, because *arle-14Δ* did not affect foci of WT MET-2 (Figs. 1c and 2e). Nonetheless, we found that *arle-14* was required both for MET-2-CD::mCherry foci number and the overall nuclear abundance of the HMT (Fig. 4b–d), an effect that was enhanced at 25 °C (Extended Data Fig. 4b,c). These data argued that ARLE-14 acts redundantly with H3K9me to stabilize MET-2 in foci.

**Fig. 4:**
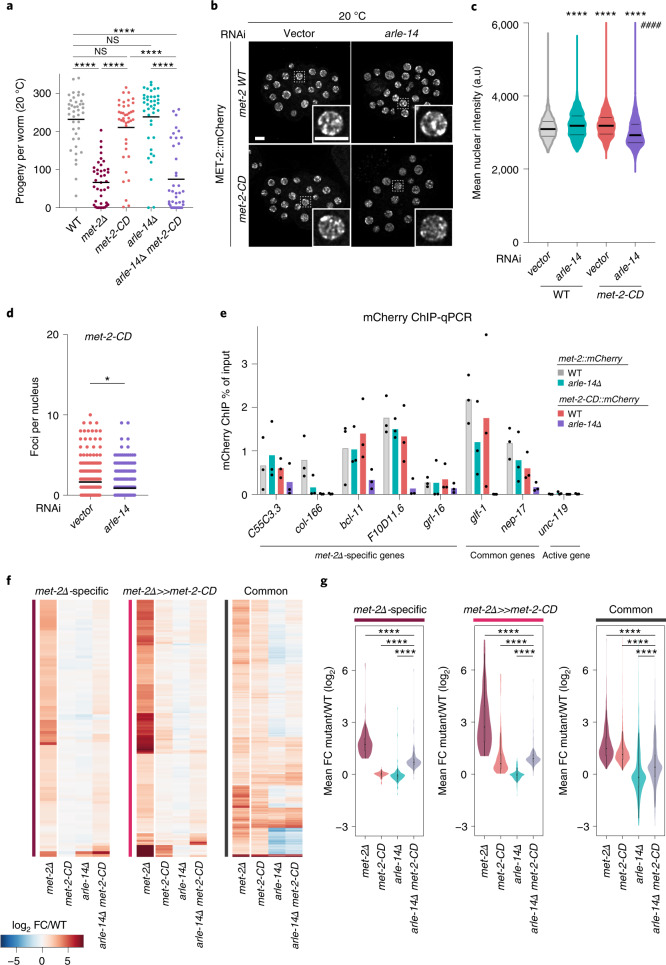
ARLE-14 stabilizes MET-2 at chromatin redundantly with H3K9me. **a**, Brood sizes of the indicated strains at 20 °C. *N* = 2, *n* = 40. *P*(WT, *met-2Δ*) < 2.0 × 10^−16^, *P*(WT, *met-2-CD*) = not significant, *P*(WT, *arle-14Δ*) = not significant, *P*(WT, *arle-14Δ met-2-CD*) = 1.94 × 10^−12^, *P*(*met-2Δ, met-2-CD*) = 8.2 × 10^−14^, by one-way ANOVA, followed by Tukey post hoc test. **b**–**d**, Live imaging of expressing either WT MET-2::mCherry or MET-2-CD::mCherry ± *arle-14* RNAi (**b**), and quantification of MET-2 nuclear signal *P*(WT(*vector*), WT(*arle-14*)) = 1.0 × 10^−12^, *P*(WT(*vector*), *met-2-CD*(*vector*)) < 2.0 × 10^−16^, *P*(WT(*vector*), *met-2-CD*(*arle-14*)) = 5.7 × 10^−7^, *P*(*met-2-CD*(*vector*), *met-2-CD*(*arle-14*)) < 2.0 × 10^−16^ (**c**) and MET-2 foci per nucleus (**d**). *P*(*met-2-CD*(vector), *met-2-CD*(*arle-14* RNAi)) = 0.041. Scale bar, 5 µm. *N* = 3, *n* = 45 embryos. Nuclei: *met-2::mCherry*: vector = 816, *arle-14* RNAi = 1,199, *met-2-CD::mCherry*: vector = 1,056, *arle-14* RNAi = 1,787. *P* values calculated by two-sided Wilcoxon signed-rank test. **e**, mCherry ChIP-qPCR at representative *met-2Δ*-specific genes, common genes or the *met-2*-independent gene *unc-119*. Bars indicate the mean and dots represent individual measurements. *N* = 3. Statistical comparison of *arle-14Δ met-2-CD* with *met-2-CD*: *C55C3.3* *P* = 0.05, *col-166* *P* = 0.74, *bcl-11* *P* = 0.004, *F10D11.6* *P* = 0.009, *grl-16* *P* = 0.34, *glf-1* *P* = 0.0024, *nep-17* *P* = 0.05, *unc-119* *P* = 0.15, Student’s *t*-test. **f,** heatmap of log_2_ FC of *met-2Δ*-specific genes, *met-2Δ»met-2-CD* genes and common genes in *met-2Δ*, *met-2-CD, arle-14Δ* and *arle-14Δ met-2-CD* relative to WT. **g**, distribution of log_2_ FC of the same comparisons as in (**f**) displayed as violin plots*.* *met-2Δ*-specific: *P*(*met-2Δ*, *arle-14Δ met-2-CD*) < 2.0 × 10^−16^, *P*(*met-2-CD*, *arle-14Δ met-2-CD*) < 2.0 × 10^−16^, *P*(*arle-14Δ*, *arle-14Δ met-2-CD*) < 2.0 × 10^−16^; *met-2Δ*»*met-2-CD*: *P*(*met-2Δ*, *arle-14Δ met-2-CD*) < 2.0 × 10^−16^, *P*(*met-2-CD*, *arle-14Δ met-2-CD*) = 0.00012, *P*(*arle-14Δ*, *arle-14Δ met-2-CD*) < 2.0 × 10^−16^; common: *P*(*met-2Δ*, *arle-14Δ met-2-CD*) < 2.0 × 10^−16^, *P*(*met-2-CD*, *arle-14Δ met-2-CD*) < 2.0 × 10^−16^, *P*(*arle-14Δ*, *arle-14Δ met-2-CD*) < 2.0 × 10^−16^ by two-sided Wilcox rank sum test. *N* = 3. Boxplots show median, boxes 50% and whiskers 90% of each group. NS, not significant; *P < 0.01, **** and #### *P* < 0.00001. Source data

Although the function of worm ARLE-14 is unclear, recent evidence in human cells suggested that the human homolog, ARL14EP, may facilitate SETDB1 interaction with chromatin^43^. To see if ARLE-14 promotes MET-2 binding to chromatin, we performed ChIP-qPCR using antibodies against MET-2::mCherry in both WT and *met-2-CD* backgrounds, both in the presence and absence of ARLE-14. MET-2-CD showed similar enrichment as WT MET-2 at five of seven tested targets (Fig. 4e). Loss of *arle-14* showed little effect on WT MET-2::mCherry enrichment at most MET-2 gene targets (with the exception of *col-166*), but *arle-14* did lead to the loss of MET-2-CD at these same sites (Fig. 4e). Consistently, the loss of ARLE-14 in *met-2-CD* embryos led to the upregulation of *met-2Δ*-specific targets based on RNA-seq data, which was not observed in *arle-14*Δ alone (Fig. 4f,g). Taken together, these data suggested that ARLE-14 acts redundantly with H3K9me to stabilize both MET-2 foci and its association with MET-2-controlled genes. Thus, *arle-14* is needed for the noncatalytic function of MET-2 on both physiological and molecular levels.

### Acute heat stress dissociates MET-2 foci

Having shown by genetics that MET-2 has a noncatalytic function that correlates with its concentration into foci, we wondered whether foci dynamics might be physiologically relevant in animals containing normal levels of H3K9me. We previously showed that MET-2 foci disperse upon transient exposure to 37 °C heat shock (HS) (Fig. 5a and Extended Data Fig. 5a)^14^, coincident with the canonical heat shock response (HSR)^51^. Intriguingly, although the HSR is clearly associated with well-described signaling pathways that dampen transcription while specifically upregulating protein chaperone genes^52,53^, earlier studies in other species also linked acute heat stress to the transcriptional derepression of silent chromatin^54–58^. Thus, HS conditions provided a physiological system in which we could monitor a transcriptional response that coincides with the induced dispersion of MET-2 foci, without genetic alteration.

**Fig. 5:**
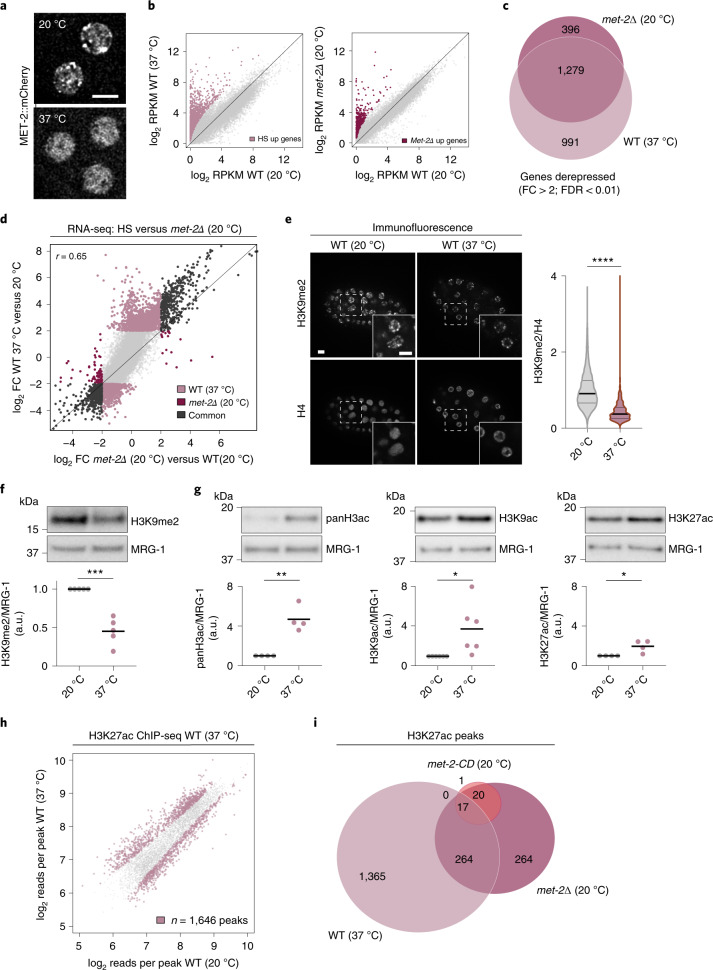
Heat stress destabilizes MET-2 foci and heterochromatin. **a**, Representative images of MET-2::mCherry foci in live WT embryos cultured normally (20 °C) or heat-stressed (HS; 37 °C, 60 min). Scale bar, 5 µm. *N* = 3. **b**, RNA-seq comparing the gene expression in RPKM (reads per kilobase million) of HS treatment or *met-2Δ* relative to WT(20 °C) early embryos. Genes marked in light purple and dark red are upregulated in 37 °C-treated embryos and *met-2Δ*, respectively, relative to WT(20 °C) (FDR < 0.01; log_2_FC > 2). *N* = 3. **c**,**d**, Venn diagram of derepressed genes (**c**) and correlation between HS-treated and *met-2Δ* log_2_FC in gene expression compared with WT(20 °C) (**d**). WT 37 °C versus *met-2Δ*: *P* < 2.2 × 10^−16^ by two-sided Fisher’s exact test. Pearson correlation coefficient (*r*) is displayed. **e**, Immunofluorescence and quantification of H3K9me2 per nucleus normalized to H4 in WT(20 °C) and 30-min HS-treated embryos. Scale bar, 5 µm. *N* = 3, *n* nuclei(embryos): 20 °C = 1,522(51), 37 °C = 1,139(46). Median and quartiles shown. *P* < 2.0 × 10^−16^ by two-sided Wilcoxon signed-rank test. **f**,**g**, Representative western blots and quantification of H3K9me2 (**f**) or H3ac (**g**) normalized to MRG-1 in WT(20 °C) and HS-treated WT embryos. HS: 37 °C, 30 min (**f**) or 60 min (**g**). H3K9me2 *N* = 5, *P* = 1.1 × 10^−4^; pan-H3ac *N* = 4, *P* = 0.0012; H3K9ac *N* = 5, *P* = 0.025; H3K27ac *N* = 4, *P* = 0.018 by two-sided *t*-test. **h**, H3K27ac ChIP-seq HS-treated early embryos compared with WT(20 °C). Differentially enriched peaks are highlighted in color (FDR < 0.01). *N* = 3. **i**, Venn diagram of H3K27ac differentially enriched peaks in HS treatment versus *met-2* mutants shown in Fig. 5h and Fig. 3e relative to WT (20 °C) (FDR < 0.01). WT 37 °C versus *met-2Δ*: *P* < 2.2 × 10^−16^ by two-sided Fisher’s exact test. *P < 0.01, **P < 0.001, ***P < 0.0001, ****P < 0.00001. Source data

We performed RNA-seq on early embryos exposed to either normal temperature (20 °C) or HS (1 h at 37 °C). We observed a broad upregulation of genes at 37 °C relative to embryos kept at 20 °C (2026 genes up, 314 genes down, fold change (FC) > 4, false discovery rate (FDR) < 0.01, Fig. 5b). Consistent with the dispersion of MET-2 foci, we found that most HS-upregulated genes, similar to *met-2Δ*-upregulated genes, had very low expression levels in embryos cultured at 20 °C (80% reads per kilobase million < 4 at 20 °C Fig. 5b). Strikingly, we observed a positive correlation (*r* = 0.65) between the transcriptional changes induced by 37 °C versus those induced by the loss of *met-2* at 20 °C versus WT (20 °C) embryos (Fig. 5b–d). In fact, 76% of the *met-2Δ* target genes were upregulated under HS conditions, constituting 56% of all HS-derepressed genes (Fig. 5c). The majority of the shared targets were genes that are normally expressed in postembryonic, differentiated tissues (Extended Data Fig. 5b). These data suggest that embryos exposed to HS not only lose MET-2 foci but also derepress many genes that are normally repressed by MET-2 (Fig. 5c,d). On the other hand, *met-2Δ* embryos respond to HS similarly to WT animals with respect to global gene expression, HSP gene induction and HSF-1 foci formation (Extended Data Fig. 5c–f).

Because *met-2Δ* mutants present enhanced phenotypes at 25 °C (refs. ^6,30^), we wondered whether the shift from 20 °C to 25 °C also induces a similar stress response as exposure to 37 °C. However, no HSF-1 foci formed in either WT or *met-2Δ* embryos at 25 °C, nor did the transcriptome of animals grown at 25 °C correlate with the pattern of genes induced by HS (Extended Data Fig. 5f,g). Thus, the loss of fertility at 25 °C is not a heat shock response.

Given that the loss of MET-2 foci correlates with a loss of H3K9me (Extended Data Fig. 1b), we examined how H3K9me levels change during 30 min at 37 °C. Indeed, embryos exposed to HS displayed a drop in H3K9me2 to 45% or 50% of untreated levels, as measured by western blot or immunofluorescence, respectively (Fig. 5e,f). Whereas the *met-2* messenger RNA level upon HS was unchanged (log_2_FC = −0.094), we scored a ~24% reduction in MET-2 protein level (Extended Data Fig. 6c), which may influence chromatin states. We examined regions that bear H3K9me2 in embryos at 20 °C by ChIP-seq, to see if H3K9me2 is also reduced in a localized manner after exposure to 37 °C for 1 h. Indeed, we observed a general reduction in read counts for H3K9me2 to 63% of level scored at 20 °C (Extended Data Fig. 6a).

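H3K9me2 ChIP-seq libraries came from WT early embryos at 20 °C and after 60 min at 37 °C, with 2 replicates per temperature and an input library for each. The deposited values are counts of uniquely aligned reads per window, without normalization, as for H3K27ac. The IP libraries held 25239790 and 36370888 counted reads at 20 °C and 56442676 and 49209124 at 37 °C, and the input libraries between 9928436 and 89301222. The Reporting Summary's read numbers give a uniquely mapped share of 63.7% and 69.9% for the IP libraries at 20 °C and of 80.1% and 79.0% at 37 °C, and between 41.0% and 87.2% for the input libraries. The mitochondrial genome took 32.8% and 4.44% of the input reads at 20 °C and 32.0% and 45.0% at 37 °C. Runs of at least 3 consecutive windows whose log2 enrichment over input, averaged over the replicates at 20 °C, was at least 1 were taken as H3K9me2 domains. There were 3643 such domains, made of 18731 windows, with a median width of 2000 bp. Across windows, which are not independent replicates, the log IP counts of replicates 1 and 2 at 20 °C had a Pearson r of 0.682. Replicate 2 at 20 °C had an r of 0.940 and 0.929 with the replicates at 37 °C, and replicate 1 at 20 °C an r of 0.592 and 0.597. For the log2 enrichment over input the order differed, with an r of 0.657 between the replicates at 20 °C, and of 0.476 and 0.268 between replicate 2 at 20 °C and the replicates at 37 °C.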

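A domain window held 761 and 440 scaled IP reads on average in the replicates at 20 °C and 336 and 342 in those at 37 °C. The level at 37 °C was thus 56.4% of that at 20 °C (SD 21.3, propagated from the SDs of both temperatures, n = 2 per temperature). Both replicates at 37 °C were below both at 20 °C, and with 2 replicates against 2 the exact permutation test (two-sided) gave p = 0.33, which is the smallest p it can give. The difference between the replicates at 20 °C was larger than that between replicate 2 at 20 °C and either replicate at 37 °C. Within replicates of the same number the level was 44.2% and 77.6%, with a mean of 60.9%. With the numbers crossed, a comparison chosen after the values had been seen, it was 44.9% and 76.4%. The level moved most, to 85.0%, when domains came from replicate 1 at 20 °C and their level at 20 °C from replicate 2, and the reverse choice gave 45.1%. Windows inside domains held 5.83 and 2.72 times the reads of windows outside them at 20 °C, and 1.95 and 1.99 times at 37 °C. The log2FC was below 0 at 3616 domains (99.3%), with a median of -0.70, and with scaling by the reads outside the domains it was below 0 at 3638 domains. These domains were chosen for enrichment at 20 °C, and replicate 1 had the higher level there. Both replicates at 37 °C lay below both at 20 °C at 2452 domains (67.3%). They lay below replicate 2 at 20 °C at 2514 domains (69.0%). TMM, which sets the median change over the domains close to 0, cannot show a change common to all domains. With library totals, 2 domains were lower at an adjusted p-value under 0.01 with edgeR and 489 had an unadjusted p-value under 0.05. In simulated data with these counts, the same test called 0 of 100 domains lowered 2-fold and 27 of 100 lowered 4-fold. Only these domains were lowered there, while the log2FC was below 0 at nearly all domains in the data. The simulation therefore does not give the power for a reduction common to all domains.

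**Figure D2:**
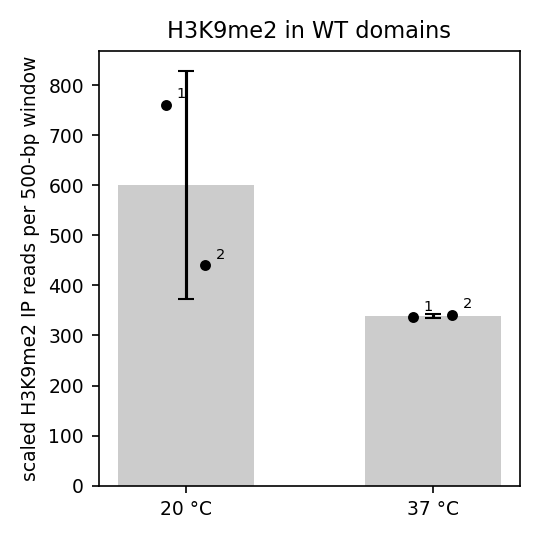
Scaled H3K9me2 IP reads per 500-bp window in the H3K9me2 domains at 20 °C and 37 °C, with a bar for the mean, a line for the SD and a numbered point for each replicate. Replicate 1 at 20 °C, at 761, lies apart from replicate 2 at 440 and from both replicates at 37 °C.

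The paper reports a drop of H3K9me2 after HS from western blots and immunofluorescence. From the reduced ChIP-seq read counts, it also states a general reduction at regions marked by H3K9me2 at 20 °C.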

Whereas the transcriptional induction following HS was stronger than what we observed in *met-2Δ*, the loss of H3K9me2 was less. Given our earlier data that link the loss of MET-2 foci with increased acetylation levels, we checked to see if histone acetylation changes during HS. Western blots showed that HS-treated embryos have a substantial increase in pan-H3ac, including increases in H3K9ac and, more modestly, H3K27ac (Fig. 5g). Taken together, our results argue that HS-induced dispersion of MET-2 foci coincides with a partial destabilization of H3K9me2, a strong gain of H3ac and widespread transcriptional activation of loci silenced by MET-2 under normal conditions.

To compare the changes during HS to those incurred by *met-2Δ*, we examined changes in H3K27ac in WT embryos (HS versus 20 °C) by ChIP-seq, and compared these peaks with data from our *met-2Δ* and *met-2-CD* animals. 

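The HS libraries came from WT early embryos kept at 37 °C, for 30 min in the paper's text and 60 min in the sample labels, with 3 IP and 3 input replicates that were counted as those of the mutants were. The IP libraries held between 26876674 and 28896446 counted reads. The tested H3K27ac regions took 31.8% ± 2.15 (SD, n = 3) of the IP reads in HS, which was 6.36 percentage points above the WT mean at 20 °C. Each HS replicate had a higher share than each WT replicate (two-sided exact permutation test, p = 0.1, the smallest p that these replicates allow). The regions were chosen over all groups, HS included. HS libraries had between 16917 and 19361 enriched windows, against 10702 to 14168 in WT, so this choice can itself favour a higher share in HS. No regions were chosen without HS, so the test cannot set this aside. HS and WT were compared in the same edgeR model as the mutants.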

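In HS embryos, 1153 regions differed from WT, and 1124 of them (97.5%) gained H3K27ac. At an unadjusted p-value under 0.05 there were 2374 regions. The gained regions had a median log2FC of 0.76, from 0.56 to 1.98, and the median of all tested regions was 0.31. The count moved most, to 14659 (8228 gained and 6431 lost), when every window past the input minimum was tested on its own, which is 196112 tests. The gained region with the lowest p-value lay on chromosome III from 12994048 to 12998547 (ce10) and held 4289 ± 338 scaled IP reads (SD, n = 3) in HS and 1084 ± 73.9 (SD, n = 3) in WT. Its log2FC was 1.98 (SE 0.20, edgeR adjusted p = 2.8e-20) and stayed between 1.94 and 2.05 with each replicate left out in turn. The next lay on chromosome V from 7923942 to 7926941 and held 1969 ± 312 scaled IP reads (SD, n = 3) in HS and 628 ± 61.4 (SD, n = 3) in WT, a log2FC of 1.65 (SE 0.19, edgeR adjusted p = 2.9e-15). In met-2Δ, these regions had a log2FC of 0.12 (SE 0.19, edgeR adjusted p = 0.71) and -0.04 (SE 0.19, edgeR adjusted p = 0.90).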

HS (30 min at 37 °C) led to an enrichment of H3K27ac on 1646 peaks (Fig. 5h). 

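Of the regions that differed from WT in met-2Δ, 30 (62.5%) also differed in HS, all of them gained in both (odds ratio 6.00, two-sided Fisher's exact test over all tested regions, p = 1.7e-09). Their median log2FC was 0.91 in met-2Δ and 1.13 in HS. Over the alternative settings the share lay between 31.3%, when a 2-fold change was required, and 83.3%, with an enrichment of at least 1.5. Both contrasts used the same WT replicates. When regions gained in met-2Δ were chosen against a pair of WT replicates and the log2FC in HS was taken against the WT replicate left out, 93.3%, 87.5% and 83.3% of them had an HS log2FC above the median of the other regions. The gained region on chromosome V from 15590409 to 15591908 had a log2FC of 0.94 in HS (SE 0.19, edgeR adjusted p = 1.0e-05), and the one on chromosome II from 12175962 to 12176961 a log2FC of 1.49 (SE 0.19, edgeR adjusted p = 4.9e-13).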

Importantly, 49.7% of the H3K27ac peaks in *met-2Δ* were shared with those in HS embryos (Fig. 5i). Nonetheless, there were three times as many peaks after HS as in unstressed *met-2Δ* embryos (1646 in HS versus 565 in *met-2*), consistent with the idea that HS mobilizes a broad transcriptional response, as well as destabilizing MET-2 foci. 

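The number of regions that differed from WT was 24.0 times as large in HS as in met-2Δ, and between 7.42 and 91 times as large over the alternative settings. Of the regions called in at least one group, 1122 were called in HS alone, 14 in met-2Δ alone, 28 in HS and met-2Δ but not met-2-CD, and 2 in all groups. Tested directly, HS and met-2Δ differed at 2339 regions, 2305 of them higher in HS. With TMM normalization they differed at 1816, of which 852 were higher and 964 lower in HS. At the 43 regions gained in met-2Δ, 7 differed between HS and met-2Δ, and 24 with TMM. At the regions gained in HS the median log2FC in met-2Δ was -0.10. The paper relates the larger number of peaks in HS to the idea of a broad transcriptional response beside the destabilization of MET-2 foci.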

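With library totals as the scaling, 29 regions were lower in HS than in WT, with a median log2FC of -0.67 and a range of -1.38 to -0.56. The one with the lowest p-value, on chromosome IV from 14040284 to 14040783 (ce10), held 133 ± 16.1 scaled IP reads (SD, n = 3) in HS and 345 ± 55.5 (SD, n = 3) in WT, a log2FC of -1.38 (SE 0.20, edgeR adjusted p = 3.6e-10). A neighbouring region from 14044284 to 14045283 had a log2FC of -1.05 (SE 0.18, edgeR adjusted p = 3.5e-07), and both passed the threshold in all 6 fits that left out a replicate. The balance of gained and lower calls depended on whether regions or all windows were tested, as given above. The number of lower regions also depended on the normalization. TMM, which sets the median change over regions close to 0, gave 873 gained and 844 lost regions, DESeq2's median-of-ratios size factors gave 1010 and 918, and scaling by the reads outside the regions gave 990 and 9. All 29 lower regions were also called lower with TMM. Their median log2FC was -0.27 in met-2Δ and -0.07 in met-2-CD.

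**Figure D3:**
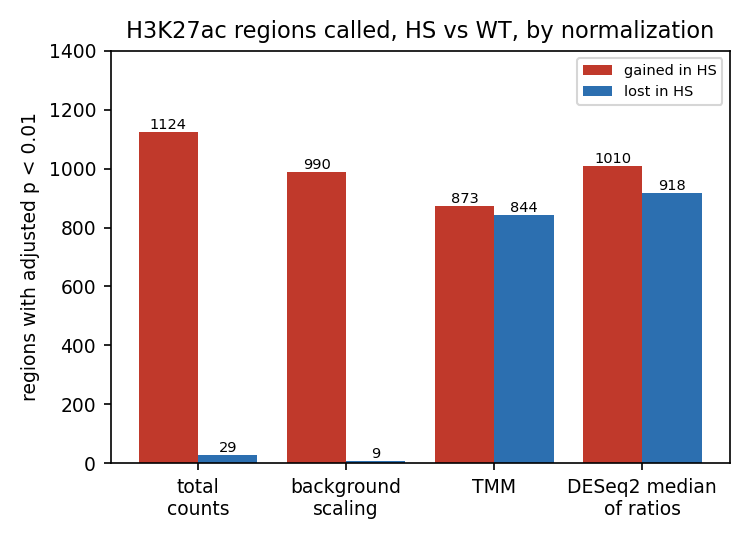
Number of H3K27ac regions with an adjusted p-value under 0.01 in HS against WT (y axis), gained in red and lost in blue, under the 4 normalizations named on the x axis. Across these 4, gained regions number between 873 and 1124, and lost regions between 9 and 918.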

Other regions of the genome of HS-treated embryos actually lost H3K27ac, reflecting the fact that a certain degree of transcriptional downregulation occurs during the canonical HSR^59^. 

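The regions that gained H3K27ac in both HS and met-2Δ had a median log2FC of 0.56 in met-2-CD, with quartiles at 0.49 and 0.71, and 2 of them passed the threshold against WT in met-2-CD. At 1 of them met-2Δ and met-2-CD differed in the direct test. The 13 regions gained in met-2Δ but not called in HS had a median log2FC of 0.84 in met-2-CD, with 4 called, and of 0.48 in HS. At the regions gained in HS as a whole, the median log2FC in met-2-CD was 0.05. The position of these regions relative to promoters and repeats was not analysed here.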

The sites that gained acetylation in both HS and *met-2Δ* embryos were mainly promoters and repeats, while *met-2-CD* embryos showed almost no gain in acetylation over WT (Extended Data Fig. 6b). Intriguingly, the *met-2* target genes that remain fully or partially repressed in the *met-2-CD* background (presumably because they remain in foci) showed particularly pronounced derepression during HS-induced loss of focus formation (Extended Data Fig. 6d,e). In other words, the dissolution of MET-2 foci upon HS is coupled with increased acetylation and gene derepression, beyond the program induced by HSF-1, reinforcing the correlation we found between MET-2-CD foci and transcriptional repression.

## Discussion

The sequestration and self-association of heterochromatin into foci has been observed since the early days of microscopy^1^. While these foci coincided with HP1 and with H3K9me-specific HMTs, it was unclear whether the localized concentration of these proteins simply enhanced the propagation of H3K9 methylation, or served another role. Using a mutant of a key residue in the SET domain of the SETDB1-like enzyme MET-2 (*met-2-CD)*, we have been able to distinguish a repressive role for MET-2 focus formation distinct from the catalytic function of MET-2’s SET domain. H3K9me is clearly the key regulatory mark for the stable silencing of lineage-specific genes and repetitive elements across animal species, and the majority of loci repressed by heterochromatin in worms depend on the activity of MET-2’s SET domain. Yet the careful analysis of the *met-2-CD* allele has revealed a second, noncatalytic role for MET-2 that requires its binding partners LIN-65 (*H.s*. ATF7IP) and ARLE-14 (*H.s*. ARL14EP), and which correlates with the accumulation of MET-2 and its ligands in subnuclear foci (Fig. 6).

**Fig. 6:**
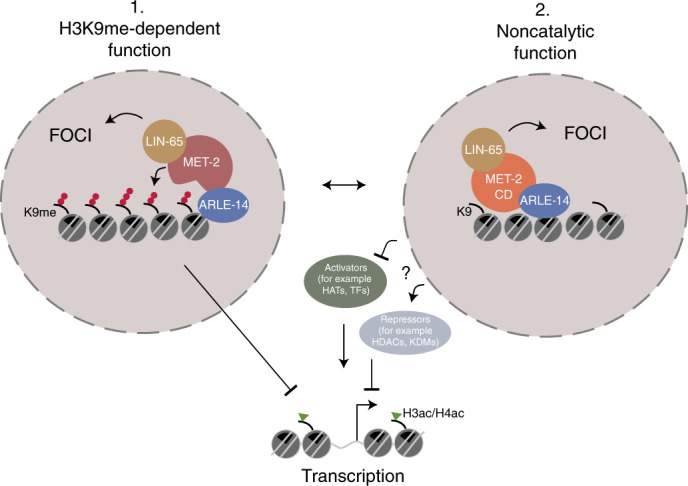
The deposition of H3K9 methylation acts in parallel with a proposed structural role of MET-2 in transcriptional repression. The primary function of the SETDB1-like enzyme, MET-2, is to mediate H3K9 methylation (1). Its loss leads to extensive gene and repeat derepression. The concentration of MET-2, LIN-65 and ARLE-14 into nuclear foci requires LIN-65 and represses transcription by H3K9me-independent inhibition of histone acetylation in parallel to ensuring efficient H3K9 methylation (2). ARLE-14 stabilizes MET-2 foci at chromatin redundantly with H3K9me. HATs, histone acetyl transferases; KDMs, histone demethylases; TFs, transcription factors.

LIN-65 is necessary for focus formation, while ARLE-14 may stabilize MET-2 interaction with chromatin within foci, acting redundantly with H3K9me with respect to MET-2 recruitment and focus formation (ref. ^14^) (Fig. 6). Foci of MET-2-CD appear to be sufficient to block local acetylation and mitigate inappropriate transcription of selected developmentally regulated genes, in an ARLE-14-dependent manner. We infer that MET-2 foci not only correlate with efficient H3K9me, but they create a semirepressed state that is refractory to histone acetylation. Consistent with the repressive function, MET-2-CD was able to largely preserve fertility and somatic development in the absence of MET-2’s catalytic activity under normal growth conditions (20–25 °C). For this function, however, it requires ARLE-14.

The comparison of the *met-2Δ* and *met-2-CD* transcriptomes showed that even among the loci that were derepressed in both *met-2Δ* and *met-2-CD* embryos, the transcriptional levels of many genes were higher in *met-2Δ*. Genes that retained full or partial repression constitute 28% of *met-2* target genes. This argues that H3K9me and MET-2’s noncatalytic function silence genes in a partially additive manner, reinforcing each other to maintain heterochromatic repression.

The mechanism of focus-mediated repression appears to be largely structural: we found that MET-2-CD foci were able to block the increase in histone tail acetylation found in *met-2Δ* mutants. We note that similar to H3K9me, histone hypoacetylation is a hallmark of heterochromatin across eukaryotic species^60,61^. In *Schizosaccharomyces pombe* the histone deacetylases (HDACs) Clr3 and Sir2 are essential to restrict RNA Pol II access to heterochromatin^62,63^, and the treatment of murine cells with HDAC inhibitors resulted in a widespread loss of heterochromatic repression^64^ and impaired the establishment of lineage-specific expression patterns in differentiating mouse embryos^65^. Finally, histone acetylation itself is known to promote chromatin decompaction, weaken the interaction between histones and DNA, and antagonize phase separation of chromatin arrays in vitro^66–69^. Therefore, MET-2-CD’s ability to prevent hyperacetylation could explain how it maintains the semirepressed state that we observe by RNA-seq. MET-2-CD may block acetyltransferase access directly or recruit the factors, such as HDACs, that ensure that heterochromatin remains silent.

We cannot yet determine whether MET-2/LIN-65/ARLE-14 preserve hypoacetylation directly or indirectly. Although no HDACs were enriched in our MET-2 pulldown^14^ (Fig. 1b), it was recently suggested that MET-2 can physically associate with HDA-1 (HDAC1) in a SUMOylation-dependent manner^70^. In addition to its physical interaction with LIN-65 and ARLE-14, and potentially HDAC1, MET-2 interacts genetically with the H3K4 demethylase SPR-5 (ref. ^71^), the DREAM complex^72^ and SMARC-1 chromatin remodelers^73^. While we do not exclude it, the hypothesis that these factors serve as effectors of MET-2’s noncatalytic function is made less likely by the fact that each of the others was shown to act either redundantly with MET-2 or through H3K9me. Alternatively, recent investigations into the function of subnuclear condensates suggest that these foci may physically impair the access of transcription activating complexes, such as RNA Pol II, Mediator, basal transcription factors or histone acetyltransferases^74^. Because foci of MET-2 and its cofactors share properties of condensates, they may also block recruitment of the transcription machinery and thereby inhibit the activation and acetylation of silenced genes, despite reduced levels of H3K9me.

We note that we were unsuccessful in expressing recombinant MET-2 or LIN-65, potentially due to their large size and highly disordered domains^75,76^. This precluded in vitro tests with recombinant protein for direct binding and/or HMT activity, which would complement the extensive genetic and biochemical evidence implicating MET-2 as the primary H3K9me1/me2 HMT in *C. elegans* embryos^7,15,28,30,32,71,77–82^. Nevertheless, we were able to demonstrate H3K9me activity of MET-2 recovered in a pull-down assay. We note that MET-2-CD has the same protein stability, localization, dynamics and protein interactions as WT MET-2, and yet H3K9me2 levels drop strikingly. This supports a direct role of MET-2 catalytic activity in H3K9me deposition, and a direct role for MET-2-CD in a secondary repressive function associated with LIN-65 dependent focus formation.

We find that ARLE-14 becomes essential to stabilize the MET-2-CD interaction with chromatin and its accumulation in foci, when catalytic function is compromised (Fig. 4). Consistently, the ARLE-14 homolog ARL14EP has been shown in vitro to bind H3 peptides in a SETDB1-independent manner^43^. We therefore propose that ARLE-14 helps recruit MET-2 to chromatin, acting independently of the H3K9me mark. It is possible that ARLE-14 has other roles in gene activation that are independent of MET-2, or else that ARLE-14 also prevents MET-2 mistargeting, given that some genes actually acquire, rather than lose, repression upon loss of *arle-14* (Fig. 4f).

Our study is not the first to suggest noncatalytic functions for a diverse group of HMTs. In mammalian cells, the H3K9 HMT G9a is able to promote repression by recruiting DNA methylation enzymes, independently of its catalytic activity^44,83^. Similarly, mammalian MLL3 and MLL4 do not require the enzymes’ H3K4 methylation activity to maintain enhancer activation in mice^84^. We speculate that in the case of MET-2, the noncatalytic function may allow for multiple layers of repressive control that respond to different stimuli and react with different kinetics, an example of which is the cellular response to heat stress (HS, 30 min to 1 h at 37 °C). HS resulted in hyperacetylation and activation of silenced genes, coincident with MET-2 focus dispersion, even though the loss of genome-wide H3K9me was less severe than that triggered by *arle-14Δ* or *met-2Δ* strains. The dissolution of MET-2 foci by HS illustrates a rapid transcriptional response that promotes chromatin opening while retaining H3K9me, potentially allowing a quick post-HS recovery of the prestress transcriptome.

In summary, we have uncoupled the effect of MET-2 concentration into subnuclear foci from its lysine methyltransferase activity. While H3K9me deposition is the primary driver of gene silencing, both H3K9me and MET-2 focus formation contribute to the repression of transcription and may mutually reinforce the heterochromatic state. Whereas MET-2 foci do not require the HP1-like factors HPL-1 and HPL-2 (ref. ^14^), they do depend on LIN-65, a protein rich in low-complexity sequence and disordered domains^14,18^. They are also stabilized by ARLE-14 in a manner redundant with H3K9 methylation, and they attenuate histone tail acetylation. This indicates that the SETDB1-like complex containing MET-2, ARLE-14 and LIN-65 contributes to gene repression beyond the targeted methylation of histone H3K9, with physiological consequences for organismal growth and fertility.

## Methods

### Strains and maintenance

Strains used in this study are listed in Supplementary Table 1. Unless otherwise indicated, experiments were performed using early embryos isolated from animals cultured at 20 °C. Embryos were isolated by standard bleaching procedures; embryos isolated from heat-stressed adults were isolated in buffers prewarmed to 37 °C. The conditions of HS are indicated for each experiment. RNA interference (RNAi) experiments were performed as previously described^14^. Briefly, synchronized L1s were fed HT115 bacteria expressing double stranded RNA (dsRNA) on nematode growth media supplemented with 1 mM IPTG and 100 µg ml^−1^ carbenicillin. Embryos isolated from these animals were analyzed as indicated. Synchronized animals fed either vector or *arle-14* RNAi were grown to L4 stage at 20 °C before being shifted to 25 °C overnight, and their progeny were imaged (Extended Data Fig. 4).

We used CRISPR as previously described^18,85,86^ to generate alleles *NLS*::*met-2*(*gw1786*), *arle-14*(*gw1584*) and *met-2*(*gw1660*). CRISPR RNA (crRNA) and homology directed repair (HDR) repair templates are listed in Supplementary Table 2. *arle-14*(*gw1584*) was later confirmed not to be a null allele by mass spectrometry.

### Live microscopy and immunofluorescence

Imaging was performed as previously described^14^. Briefly, all images were captured using Visiview software on a confocal spinning-disk microscope, the AxioImager M1 (Zeiss) with a Yokogawa CSU-X1 scanhead (Yokogawa), a Rolera Thunder camera (Photometrics) and an α plan-NEOFLUAR ×100/1.45 oil objective (Zeiss). Live embryos were mounted on 2% agarose pads in M9 buffer. For immunofluorescence, embryos were fixed for 5 min in 2% formaldehyde, then transferred to poly-l-lysine-coated slides and snap-frozen. Embryos were freeze-cracked and immediately treated with 100% ethanol precooled to −20 °C for 2 min then allowed to dry. After three 5-min washes using PBS with 0.25% Triton X-100 (PBS-X), slides were blocked in PBS-X + 2% milk for 1 h at room temperature and subsequently exposed to antibodies overnight at 4 °C in a humid chamber. After washing as above, slides were treated at room temperature with secondary antibodies diluted in PBS-X + 2% milk. Antibody dilutions are as follows: 1:500 mouse anti-H3K9me2 (MBL), 1:5,000 mouse anti-H3K27ac (gift from H. Kimura), 1:500 rabbit anti-H4 (Abcam), 1:1,000 goat anti-mouse Alexa Fluor 488 (A11001; Invitrogen) and 1:1,000 donkey anti-rabbit Alexa Fluor 555 (A31572; Invitrogen). After DAPI (1:2,000) staining in PBS-X for 10 min, and three washes, slides were mounted with ProLong Gold Antifade (Thermo Fisher Scientific). Images were deconvolved using the Huygens remote manager (http://www.huygens-rm.org/wp/). Nuclear mean intensity and number of foci were quantified using KNIME^87^. Nuclei were first identified using MET-2::mCherry fluorescence, then foci were detected with a Laplacian-of-Gaussian detector from TrackMate (fmi-ij2-plugins-0.2.5, 10.5281/zenodo.1173536)^88^.

### Western immunoblotting

All lysates were prepared at 4 °C and first processed using a Fast Prep-24 5G Benchtop Homogenizer (MP Biomedicals) using a 4:1 ratio of lysate to 0.5-mm zirconia/silicon beads (BioSpec). For histone methylation analysis, embryos were lysed in RIPA buffer. Lysates were treated with 5 µl of benzonase (Sigma) for 1 h at 4 °C with rotation. For acetylation analysis, embryos were lysed in TAP buffer (150 mM NaCl, 20 mM Tris-HCl, pH 7.5, 0.5% NP-40, 1 mM EDTA, 10% glycerol, 2× cOmplete-EDTA-free protease inhibitors (Roche), 1× Deacetylase Inhibitor (Active Motif) and 1 mM DTT) and sonicated using a Bioruptor Plus (Diagenode) for 14 cycles, 15 s on, 30 s off. TAP lysates were cleared at 21,000*g* for 10 min. Then, 10 µg of total protein was separated on Bis-Tris gels (Bio-Rad or Invitrogen) using MES buffer and transferred to 0.2-µm PVDF (Bio-Rad). Membranes were blocked with Protein-Free Blocking Buffer (Pierce) or PBS plus 0.5% Tween-20 (PBS-T) with 5% powdered milk (Sigma). Antibody dilutions: 1:2,000 mouse anti-H3K9me2 (MBL), 1:1,000 rabbit anti-RFP antibody, preadsorbed (Rockland), 1:100,000 mouse anti-H3K9me3 (MBL), 1:60,000 rabbit anti-H3K9me1 (ab8896; Abcam), 1:40,000 mouse anti-H3K9acetyl (a gift from H. Kimura), 1:40,000 rabbit anti-acetyl-Histone H3 (Millipore), 1:2,000 rabbit anti-acetyl-Histone H4 (Millipore), 1:20,000 rabbit anti-H2B (Abcam) and 1:40,000 rabbit anti-MRG-1 (49130002; Novus Biologicals). After overnight rotation with antibodies diluted in blocking buffer at 4 °C, blots were washed three times in PBS-T, re-blocked and exposed to HRP-conjugated secondary antibodies for 1 h (goat anti-mouse IgG HRP (1:10,000; Jackson ImmunoResearch 115-035-146), goat rabbit IgG HRP (1:20,000; Jackson ImmunoResearch 111-035-144)). After three further washes in PBS-T, ECL (Millipore) signal was detected with an Imager 600 (GE).

### Mass spectrometry

For immunoprecipitation experiments, embryos isolated by bleaching gravid adults were lysed at 4 °C in TAP buffer. Proteins from homogenized, sonicated and cleared TAP lysates (above) were immunoprecipitated with anti-FLAG-M2 beads (Sigma). Proteins were digested, bound to beads and subjected to LC–MS/MS exactly as described previously^14^. Intensity-based absolute quantification values were used as a measure of protein abundance in immunoprecipitation^89^. For H3K9 post-translational modification profiling, we employed the Histone Purification Kit Mini (Active Motif). Embryos isolated by bleaching were homogenized as above in histone extraction buffer. After overnight extraction at 4 °C with rotation, we proceeded with histone purification according to the manufacturer’s instructions. Purified histones were propionylated twice before and once after overnight trypsin digestion to prevent cleavage at lysine residues and facilitate separation of peptides. Samples were dried in a speedvac and resuspended in 0.1% trifluoroacetic acid (TFA), 2% acetonitrile. LC–MS was performed as follows: samples were loaded onto a PepMap 100 C18 2-cm trap (Thermo Fisher) using an EASY nLC-1000 system (Thermo Fisher). On-line peptide separation was then performed on a 15-cm EASY-Spray C18 column (ES801, Thermo Fisher) by applying a linear gradient of increasing acetonitrile concentration at a flow rate of 150 nl min^−1^. An Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific) was operated by alternating between MS1 survey scan mode, recording spectra at 120,000 resolution in the Orbitrap, and data-independent parallel reaction monitoring (PRM) mode, by targeting previously identified doubly charged histone H3 peptide isoforms of the sequence ‘KSTGGKAPR’ (9–17) containing lysines K9 and K14 (H3K9_K14me0 at *m*/*z* = 507.2873, H3K9me2K14ac at *m*/*z* = 514.2951, H3K9acK14ac at *m*/*z* = 521.2847, H3K9acK14me0 at *m*/*z* = 28.2926, H3K9me3K14me0 at *m*/*z* = 528.3107, H3K9me1K14ac at *m*/*z* = 535.3004, H3K9me1K14me0 at *m*/*z* = 542.3082, H3K4me0 at *m*/*z* = 522.2982, with ‘me0’ = in vitro propionylated, me1 = methyl + in vitro propionylated), and two endogenously unmodified reference peptide precursors (YRPGTVALR (41–49) at *m*/*z* = 544.8109 and YQKSTELLIR_K56me0 (54–63, with K56me0 = in vitro propionylated lysine) at *m*/*z* = 681.8817) for higher-energy collisional dissociation (HCD) fragmentation at a normalized collision energy of 33%, recorded at 15,000 resolution in the Orbitrap analyzer. Acquired data from strains indicated in Supplementary Table 1 were loaded into Skyline software (v.20.2.0.343)^90^, diagnostic fragment (*z* = 1) ions y6, y7 and y8 for each histone H3K9 peptide isoform (mark) of interest were selected and retention time windows were manually chosen to avoid quantifying background noise from coeluting isoforms or other unrelated analytes. Integrated fragment ion abundances were aggregated by peptide and histone mark for all samples and replicates and then divided by the total sum of all histone H3 peptide abundances per sample.

### Developmental phenotypes

For brood size, L4 animals grown from egg at the indicated temperature were singled out onto individual plates. They were transferred to fresh plates every 24 h until egg laying ceased, after which their total progeny was counted. For developmental rate, synchronized L1s were plated and the numbers of L4 and pre-L4 (delayed) animals were counted 42 h post feeding.

### RNA-seq

RNA was extracted from early embryos using Trizol as previously described^6^. Embryos were freeze-cracked five times, then RNA was extracted with choloroform followed by isopropanol precipitation. Further purification was performed with the RNA Clean and Concentrator kit (Zymo). Libraries were produced using the Smart-Seq2 mRNA sequencing kit (Illumina). Ribosomal RNA was depleted using Ribo-Zero Gold kit (Epicentre), and libraries were produced using the Total RNA Sequencing Scriptseq kit (Illumina). Equimolar amounts of indexed libraries were pooled and sequenced on a HiSeq 2500 (Illumina).

Reads were analyzed as described previously^6^. Adapters were trimmed using Trimmomatic v.0.39. Reads were aligned to the *C. elegans* genome (ce10) with the R package QuasR v.1.22.0 (www.bioconductor.org/packages/2.12/bioc/html/QuasR.html; ref. ^91^). The command ‘proj < -qAlign(‘samples.txt’,‘BSgenome. Celegans.UCSC.ce10’, splicedAlignment = TRUE)’ instructs hisat2 (ref. ^92^) to align using default parameters, considering unique reads for genes and genome-wide distribution. Count tables of reads mapping within annotated exons in WormBase (WS220) were constructed using the qCount function of the QuasR package to quantify the number of reads in each window (qCount(proj,GRange_object,orientation = ‘same’)) and normalized by division by the total number of reads in each library and multiplied by the average library size. Transformation into log_2_ space was performed after the addition of a pseudocount of 8 to minimize large changes in abundance FC caused by low count numbers. The EdgeR package v.3.24 was applied to select genes with differential transcript abundances between indicated genotypes (contrasts) based on FDRs for genes. Replica correlations are shown in Extended Data Fig. 6f,g. Annotation of tissue and cell type expression is based on annotation tables provided by the tissue atlas^93^.

### ChIP

ChIP experiments were performed as previously described^6^. In brief: early embryos were harvested from synchronized animals in three replicates. Then, 40 μg of chromatin was incubated overnight with 2 μg of anti-H3K9me2 (MBL), anti-H3K27ac (Abcam, ab177178), anti-H3K9me1 (Abcam, ab176880) or anti-acetyl-Histone H3 (Millipore) antibody coupled to Dynabeads Sheep Anti-Rabbit IgG (Invitrogen), in FA buffer (50 mM HEPES/KOH pH 7.5, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 150 mM NaCl)) containing 1% SDS. For MET-2::mCherry ChIP, 100 μg of chromatin was incubated with RFP-Trap magnetic agarose (Chromotek). Antibody-bound chromatin was washed 3 × 5 min with FA buffer; 5 min with FA buffer with 1 M NaCl; 10 min with FA buffer with 500 mM NaCl; 5 min with TEL buffer (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.0) and 2 × 5 min with Tris-EDTA-buffer. Complexes were eluted in 1% SDS in Tris-EDTA buffer with 250 mM NaCl at 65 °C for 15 min. Samples and inputs were treated with 20 μg of RNAse A for 30 min at 37 °C and 20 μg of proteinase K for 1 h at 55 °C. Crosslinks were reversed by overnight incubation at 65 °C. DNA was subsequently purified using Zymo DNA purification columns (Zymo Research). Primers used in quantitative PCR are listed in Supplementary Table 2.

Libraries were prepared as previously described^6^ using the NEBNext Ultra DNA Library Prep kit for Illumina (NEB no. 7370) and the NEBNext Multiplex Oligos for Illumina (NEB no. E7335), according to the manufacturer’s recommendations, without size selection. Libraries were indexed and amplified using 12 PCR cycles, following the manufacturer’s recommendations. Libraries were further purified with Agencourt AmPure XP beads (Beckman no. A63881). Library size range and concentration were determined using a BioAnalyzer 2100 (Agilent Technologies) and Qubit (Invitrogen) instrument, respectively. Equimolar amounts of indexed libraries were pooled and sequenced on a HiSeq 2500 (Illumina) in rapid mode (Paired-End 50). Reads were aligned to the *C. elegans* genome (ce10) with the R package QuasR v.1.22.0 (www.bioconductor.org/packages/2.12/bioc/html/QuasR.html). The command ‘proj < -qAlign(‘samples.txt’,‘BSgenome. Celegans.UCSC.ce10’)’ instructs bowtie to align using the parameters ‘-m 1–best–strata–phred33-quals’, considering unique reads for genes and genome-wide distribution.

Read density was calculated by tiling the genome into 500-base-pair (bp) nonoverlapping windows and using the qCount function of the QuasR package to quantify the number of reads in each window (qCount(proj,GRange_object,orientation = ‘any’)). H3K9me-positive domains were determined as regions with a consecutive enrichment of H3K9me2 over input. For gene quantification, gene annotation from WormBase was used (WS220). Quantitation for each gene was performed by counting the reads overlapping the exons. Genome annotation was based on BSgenome.Celegans.UCSC.ce10 package (https://bioconductor.org/packages/release/data/annotation/html/BSgenome.Celegans.UCSC.ce10.html). Differences in read depths between samples were normalized by dividing each sample by total reads and multiplying by average library size. The various count tables used throughout this study were normalized according to the total genome count. log_2_ expression levels were determined after addition of a pseudocount of 2 (*y* = log_2_(*x* + 2)) to minimize large changes in FC caused by low count numbers. Results are displayed as the mean enrichment of immunoprecipitation − input (log_2_). H3K27ac peaks were called using MACS2 (ref. ^94^) with the following parameters: -g 93260000 --broad. Differential peaks among the genotypes were called using the Diffbind package v.3.0.11 (http://bioconductor.org/packages/release/bioc/html/DiffBind.html)^95^, normalizing on the total read counts and using the implemented DESeq2 analysis with standard parameters. Read density was calculated by tiling the genome into 500-bp nonoverlapping windows, or specifically at promoters (defined as 1 kilobase upstream and 100 bp downstream of transcription start site), and using the qCount function of the QuasR package to quantify the number of reads in each window (qCount(proj,GRange_object,orientation = ‘any’)). Differences in read depths between samples were normalized by dividing each sample by total reads and multiplying by average library size. The various count tables used throughout this study were normalized according to the total genome count.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-021-00712-4.

## Supplementary information

Supplementary Information Supplementary Tables 1 and 2.

Reporting Summary.

## Data Availability

All genome-wide datasets from this study have been uploaded to the Gene Expression Omnibus (GEO) under accession number GSE168925, GSE122341, and to the Sequence Read Archive (SRA) under SRP080806. Other numerical measurements are provided as Source data with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 1 Unprocessed western blots.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 2 Unprocessed western blots.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 3 Unprocessed western blots.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 5 Unprocessed western blots.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 1 Unprocessed western blots.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 2 Unprocessed western blots.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 3 Unprocessed western blots.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 6 Unprocessed western blots.

# Supplementary material for: SETDB1-like MET-2 promotes transcriptional silencing and development independently of its H3K9me-associated catalytic activity
**Source:** Nat Struct Mol Biol. 2022 Jan 31;29(2):85–96. doi: 10.1038/s41594-021-00712-4
**Supplement:** Supplementary file 1 — Supplementary Tables 1 and 2.

---

## Supplementary information

---

# **SETDB1-like MET-2 promotes transcriptional silencing and development independently of its H3K9me-associated catalytic activity**

---

In the format provided by the  
authors and unedited

Supplementary Table 1. *C. elegans* strains used in this study

| Strain | Genotype                                                                          |
|--------|-----------------------------------------------------------------------------------|
| GW1    | N2 (WT)                                                                           |
| GW638  | <i>met-2(n4256) set-25(n5021)</i>                                                 |
| GW641  | <i>set-25(n5021)</i>                                                              |
| GW799  | <i>lin-61(tm2649)</i>                                                             |
| GW802  | <i>lin-61(tm2649);met-2(n4256)</i>                                                |
| GW907  | <i>met-2(n4256)</i>                                                               |
| GW1270 | <i>nrde-3(tm1116)</i>                                                             |
| GW1419 | <i>met-2::1xflag::mCherry(gw1419)</i>                                             |
| GW1444 | <i>set-25(n5021);nrde-3(tm1116)</i>                                               |
| GW1465 | <i>lin-65(gw1465)</i>                                                             |
| GW1573 | <i>lin-65(gw1465);met-2::1xflag::mCherry(gw1419)</i>                              |
| GW1583 | <i>met-2(n4256);nrde-3(tm1116)</i>                                                |
| GW1618 | <i>lin-65::1xflag::GFP(gw1578)</i>                                                |
| GW1630 | <i>arle-14(gw1584)</i>                                                            |
| GW1639 | <i>arle-14(tm6748)</i>                                                            |
| GW1679 | <i>met-2-CD::1xflag::mCherry(gw1660 gw1419)</i>                                   |
| GW1680 | <i>lin-65(gw1465);arle-14(gw1584)</i>                                             |
| GW1684 | <i>met-2(gw1660)</i>                                                              |
| GW1693 | <i>met-2(gw1660) set-25(n5021)</i>                                                |
| OG497  | <i>lin-65(gw1465);arle-14(gw1584)</i>                                             |
| GW1729 | <i>lin-65::1xflag::GFP(gw1578);met-2(gw1660)</i>                                  |
| GW1761 | <i>drSi13 [hsf-1p::hsf-1::GFP::unc-54 3'UTR + Cbr-unc-119(+)] II;met-2(n4256)</i> |
| GW1791 | <i>NLS::met-2::1xflag::mCherry(gw1786 gw1419)</i>                                 |
| GW1792 | <i>lin-65(gw1465);NLS::met-2::1xflag::mCherry(gw1786 gw1419)</i>                  |
| GW1812 | WT                                                                                |
| GW1813 | <i>lin-65(gw1465)</i>                                                             |
| GW1814 | <i>arle-14(tm6845)</i>                                                            |
| GW1815 | <i>lin-65(gw1465);arle-14(tm6845)</i>                                             |
| GW1839 | <i>lin-65(gw1465);met-2(gw1660)</i>                                               |
| GW1851 | <i>arle-14(tm6845) set-25(n5021)</i>                                              |
| GW1852 | <i>arle-14(tm6845) met-2(gw1660)</i>                                              |
| GW1873 | <i>arle-14(tm6845) met-2-CD::1xflag::mCherry(gw1660 gw1419)</i>                   |

Supplementary Table 2. Oligonucleotides used in this study

| CRISPR oligos                    |                                                                                                                                                                                                                          |
|----------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>arle-14(gw1584)</i> crRNA     | ATTGTGCGAGAACGTCAT                                                                                                                                                                                                       |
| <i>arle-14(gw1584)</i> HDR oligo | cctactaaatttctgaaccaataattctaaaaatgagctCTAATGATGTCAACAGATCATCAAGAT<br>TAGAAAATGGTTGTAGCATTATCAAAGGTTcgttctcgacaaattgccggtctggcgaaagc<br>uppercase = modified sequence, underline = start codon, red = nonsense mutations |
| <i>met-2(gw1660)</i> crRNA       | CGTGTGAACGTGCACATT                                                                                                                                                                                                       |
| <i>met-2(gw1660)</i> HDR oligo   | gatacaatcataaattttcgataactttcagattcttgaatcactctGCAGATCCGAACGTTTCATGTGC<br>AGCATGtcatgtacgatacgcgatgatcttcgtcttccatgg<br>uppercase = modified sequence, bold = C1237A mutation                                            |
| <i>met-2(gw1786)</i> crRNA       | GTTATTCGATGGTTCTTGT                                                                                                                                                                                                      |
| <i>met-2(gw1786)</i> HDR oligo   | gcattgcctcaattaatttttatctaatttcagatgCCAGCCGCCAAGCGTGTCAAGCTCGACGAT<br>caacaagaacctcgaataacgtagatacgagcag<br>uppercase = modified sequence, bold = NLS tag (Mutlu et al, 2018), underline = start codon                   |
| ChIP primers                     |                                                                                                                                                                                                                          |
| <i>col-166</i> forward           | TCTGACGAGAAACAACCTCGAAAT                                                                                                                                                                                                 |
| <i>col-166</i> reverse           | GAGACGGCAACTCCAACAAGA                                                                                                                                                                                                    |
| <i>C55C3.3</i> forward           | GAGCGATCCCGAAGTGTGAT                                                                                                                                                                                                     |
| <i>C55C3.3</i> reverse           | TTGGATTGGAGCACGATTGC                                                                                                                                                                                                     |
| <i>F10D11.6</i> forward          | TGGAGCTCTTCCACAACTGT                                                                                                                                                                                                     |
| <i>F10D11.6</i> reverse          | TGAAAATGAACATACAGTTCCACCT                                                                                                                                                                                                |
| <i>bcl-11</i> forward            | TGTGGTCGTTCAACATCAGC                                                                                                                                                                                                     |
| <i>bcl-11</i> reverse            | AACATTTGCGGGCTCTTTGC                                                                                                                                                                                                     |
| <i>glf-1</i> forward             | CAACACACAAATCACTGCTCCA                                                                                                                                                                                                   |
| <i>glf-1</i> reverse             | TGATCAACCCAACTGCTAATTCTG                                                                                                                                                                                                 |
| <i>grl-16</i> forward            | CACATTCACCCTCACCCACA                                                                                                                                                                                                     |
| <i>grl-16</i> reverse            | TGTGGCTCGACAACAGTCTC                                                                                                                                                                                                     |
| <i>nep-17</i> forward            | TAGCACGGACATTCACTGGC                                                                                                                                                                                                     |
| <i>nep-17</i> reverse            | GGTCAGGCTAGGGCTTGAAA                                                                                                                                                                                                     |
| <i>unc-119</i> forward           | CCACACCACCTCTAATCTCC                                                                                                                                                                                                     |
| <i>unc-119</i> reverse           | TCATTTCTCTGCGTCTTCCT                                                                                                                                                                                                     |

# Supplementary material for: SETDB1-like MET-2 promotes transcriptional silencing and development independently of its H3K9me-associated catalytic activity
**Source:** Nat Struct Mol Biol. 2022 Jan 31;29(2):85–96. doi: 10.1038/s41594-021-00712-4
**Supplement:** Supplementary file 2 — Reporting Summary.

Last updated by author(s): Jun 29, 2021

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For data collection and conversion to fastq format RTA 1.18.64 (HiSeq2500), RTA 2.4.11 (NextSeq500) and bcl2fastq2 v2.17 were used. Microscopic images were acquired on spinning disk multipoint confocal microscopes using VisiView software (Visitron): (1) Axiolmager M1 with Yokogawa CSU-X1 scan head, A plan-NEOFLUAR 100x/1.45 oil, Rolera Thunder Back Illuminated EM-CCD (Q Imaging) and VisiView v.4.4.0.14. (2) Nikon Ti2-E Eclipse with Yokogawa CSU W1 scan head, CFI P-Apo Lambda 60x/1.4 oil, iXon-Ultra-888 Back illuminated EM-CCD (Andor) and VisiView v4.5.0.10. GFP/NeonGreen and RFP/mCherry/Rhodamine fluoro-phores were excited using a Toptica iBeam Smart 488-nm and 561-nm lasers, respectively. Western images were acquired with an Amersham Imager 600. Mass spectrometry data was acquired with an EASY nLC-1000 system (Thermo Fisher).

#### Data analysis

R package QuasR v1.22.0, EdgeR package v3.24, BSgenome.Celegans.UCSC.ce10 v1.0 package, Trimmomatic v0.39, bowtie2 v2.3.5.1, Bismark program v0.22.3 (<https://github.com/FelixKrueger/Bismark>), Diffbind package v 3.0.11, MACS2 version 2.2.7.1, plots were created using ggplot2 v3.3.5. Microscopy images were analysed using the Fiji/ImageJ v1.53c and the KNIME Analytics Platform v4.3.3 software, with TrackMate v0.2.5., histone PTMs were analyzed with Skyline software (version 20.2.0.343).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All genome wide datasets (RNA-seq, ChIP-seq) performed for this study have been uploaded to the Gene Expression Omnibus (GEO) under accession number GSE168925. Previous published and reanalyzed data is accessible as GSE122341, and the Sequence Read Archive (SRA) SRP080806.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Statistical power calculations were used to determine population sizes. All experiments were conducted with at least two independent biological replicates. When the data showed a clear trend but was not yet conclusive, we performed additional replicates to examine the trend. For full list of strains used in this study see supplementary information. |
| Data exclusions | no data was excluded.                                                                                                                                                                                                                                                                                                                                          |
| Replication     | Experimental data was reliably reproduced. Each experiment was performed at least twice and up to four times.                                                                                                                                                                                                                                                  |
| Randomization   | samples were grouped by genotype.                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Group allocation according to genotype was done before data collection. Measurements were automated whenever possible. Manually scored images were performed without knowledge of the genotype.                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | mouse anti-H3K9me3 (MAB10318 (MBL; Kimura et al., 2008), mouse anti-H3K9me2 (MAB10317 (MBL; Kimura et al., 2008), rabbit anti-H3K9me1 (abcam ab176880), mouse anti-H3K27ac (H. Kimura, Kimura et al., 2008), mouse anti-H3K9ac (H. Kimura, Kimura et al., 2008), and recombinant anti-H3K27ac (ab177178), rabbit anti-MRG-1 (49130002, Novus Biologicals), rabbit anti-H4 (Abcam #ab10158), rabbit anti-RFP antibody, pre-adsorbed (Rockland 600-401-379), rabbit anti-acetyl-Histone H3 (Millipore 06-599), rabbit anti-acetyl-Histone H4 (06-866 Millipore), rabbit anti-H2B (abcam ab1790), goat anti-mouse IgG HRP (Jackson ImmunoResearch 115-035-146), goat rabbit IgG HRP (Jackson Immuno Research 111-035-144), donkey anti-rabbit Alexa Fluor 555 (Thermo Fischer, # A-31572) |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Validation

For mouse anti-H3K9me3, H3K9me2, H3K9ac, H3K27ac, see: Kimura H, Hayashi-Takanaka Y, Goto Y, Takizawa N, Nozaki N. The organization of histone H3 modifications as revealed by a panel of specific monoclonal antibodies. Cell Struct Funct. 2008;33(1):61-73. doi:10.1247/csf.07035 and Zeller P, Padeken J, van Schendel R, Kalck V, Tijsterman M, Gasser SM. Histone H3K9 methylation is dispensable for *Caenorhabditis elegans* development but suppresses RNA:DNA hybrid-associated repeat instability. Nat Genet. 2016;48(11):1385-1395. doi:10.1038/ng.3672

H3K27ac (ab177178) was tested on a peptide array, ChIP enrichment at known targets, immunostaining and WB on TSA treated cells, for references see: <https://www.abcam.com/histone-h3-acetyl-k27-antibody-ep16602-chip-grade-ab177178.html>

The rabbit anti-MRG-1 (#49130002, Novus Biologicals) was validated by Novus Biologicals in WB and Immunofluorescence against wild-type and MRG-1 deficient cells. Source: ([https://www.novusbio.com/products/mrg-1-antibody\\_49130002#ReviewsSection](https://www.novusbio.com/products/mrg-1-antibody_49130002#ReviewsSection))

The rabbit anti-RFP antibody, pre-adsorbed (Rockland 600-401-379) was tested for specificity as follows: "This product was prepared from monospecific antiserum by immunoaffinity chromatography using Red Fluorescent Protein (Discosoma) coupled to agarose beads followed by solid phase adsorption(s) to remove any unwanted reactivities. Expect reactivity against RFP and its variants: mCherry, tdTomato, mBanana, mOrange, mPlum, mOrange and mStrawberry. Assay by immunoelectrophoresis resulted in a single precipitin arc against anti-Rabbit Serum and purified and partially purified Red Fluorescent Protein (Discosoma). No reaction was observed against Human, Mouse or Rat serum proteins." Source: [https://rockland-inc.com/store/Antibodies-to-GFP-and-Antibodies-to-RFP-600-401-379-O4L\\_24299.aspx](https://rockland-inc.com/store/Antibodies-to-GFP-and-Antibodies-to-RFP-600-401-379-O4L_24299.aspx)

The rabbit anti-H3K9me1 (abcam ab176880) was tested on a peptide array, ChIP enrichment at known targets, and immunostaining. Source: <https://www.abcam.com/histone-h3-mono-methyl-k9-antibody-epr16989-chip-grade-ab176880.html>

The rabbit anti-H4 (Abcam #ab10158) was tested by the manufacturer by western, ChIP and IHC. Source: <https://www.abcam.com/histone-h4-antibody-chip-grade-ab10158.html>

The rabbit anti-acetyl-Histone H3 (Millipore 06-599) has been shown to work in WB, ICC, ChIP, ChIP-seq. Source: [https://www.merckmillipore.com/CH/en/product/Anti-acetyl-Histone-H3-Antibody,MM\\_NF-06-599](https://www.merckmillipore.com/CH/en/product/Anti-acetyl-Histone-H3-Antibody,MM_NF-06-599)

The rabbit anti-acetyl-Histone H4 (06-866) is validated in ChIP, WB, ICC to detect acetyl-Histone H4. Source: [https://www.merckmillipore.com/CH/en/product/Anti-acetyl-Histone-H4-Antibody,MM\\_NF-06-866](https://www.merckmillipore.com/CH/en/product/Anti-acetyl-Histone-H4-Antibody,MM_NF-06-866)

The rabbit anti-H2B (abcam ab1790) was validated by the manufacturer by Western, ChIP, and immunohistochemistry. Source: <https://www.abcam.com/histone-h2b-antibody-chip-grade-ab1790.html>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

The manuscript utilized *Caenorhabditis elegans* (variant Bristol) as non-vertebrate model organism. A list of specific strains is attached as Supplementary information. Animals used for this study were hermaphrodites. Ages/developmental stages are indicated in the manuscript (ranging from early embryos (<200 cells), to 1 day old adults)

## Wild animals

study did not use wild animals

## Field-collected samples

this study did not use field-collected samples

## Ethics oversight

As a non-vertebrate, *C. elegans* does not fall under the Directive 2010/63/EU of the European Parliament and of the Council of 22 September 2010 on the protection of animals used for scientific purposes: <http://eur-lex.europa.eu/LexUriServ/LexUriServ.do?uri=OJ:L:2010:276:0033:0079:en:PDF>

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

To review GEO accession GSE168925:  
Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168925>  
Enter token grsjgcixlcvfan into the box

## Files in database submission

ChIP\_H3K27ac\_hs\_2651F28-1\_R1\_001.fastq.gz  
ChIP\_H3K27ac\_hs\_2651F28-1\_R2\_001.fastq.gz  
ChIP\_H3K27ac\_hs\_2651F28-2\_R1\_001.fastq.gz  
ChIP\_H3K27ac\_hs\_2651F28-2\_R2\_001.fastq.gz  
ChIP\_H3K27ac\_hs\_2651F29-1\_R1\_001.fastq.gz  
ChIP\_H3K27ac\_hs\_2651F29-1\_R2\_001.fastq.gz  
ChIP\_H3K27ac\_hs\_2651F29-2\_R1\_001.fastq.gz  
ChIP\_H3K27ac\_hs\_2651F29-2\_R2\_001.fastq.gz  
ChIP\_H3K27ac\_hs\_2651F30-1\_R1\_001.fastq.gz  
ChIP\_H3K27ac\_hs\_2651F30-1\_R2\_001.fastq.gz  
ChIP\_H3K27ac\_hs\_2651F30-2\_R1\_001.fastq.gz  
ChIP\_H3K27ac\_hs\_2651F30-2\_R2\_001.fastq.gz  
ChIP\_H3K27ac\_met2\_2651F31-1\_R1\_001.fastq.gz  
ChIP\_H3K27ac\_met2\_2651F31-1\_R2\_001.fastq.gz

ChIP\_H3K27ac\_met2\_2651F31-2\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_met2\_2651F31-2\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_met2\_2651F32-1\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_met2\_2651F32-1\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_met2\_2651F32-2\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_met2\_2651F32-2\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_met2\_2651F33-1\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_met2\_2651F33-1\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_met2\_2651F33-2\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_met2\_2651F33-2\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F34-1\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F34-1\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F34-2\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F34-2\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F35-1\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F35-1\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F35-2\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F35-2\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F36-1\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F36-1\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F36-2\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_met2cd\_2651F36-2\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F25-1\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F25-1\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F25-2\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F25-2\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F26-1\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F26-1\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F26-2\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F26-2\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F27-1\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F27-1\_R2\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F27-2\_R1\_001.fastq.gz  
 ChIP\_H3K27ac\_wt\_2651F27-2\_R2\_001.fastq.gz  
 ChIP\_H3K9me2\_wt\_2081F5-1\_R1\_001.fastq.gz  
 ChIP\_H3K9me2\_wt\_2081F5-1\_R2\_001.fastq.gz  
 ChIP\_H3K9me2\_wt\_2081F5-2\_R1\_001.fastq.gz  
 ChIP\_H3K9me2\_wt\_2081F5-2\_R2\_001.fastq.gz  
 ChIP\_H3K9me2\_wt\_2081F6-1\_R1\_001.fastq.gz  
 ChIP\_H3K9me2\_wt\_2081F6-1\_R2\_001.fastq.gz  
 ChIP\_H3K9me2\_wt\_2081F6-2\_R1\_001.fastq.gz  
 ChIP\_H3K9me2\_wt\_2081F6-2\_R2\_001.fastq.gz  
 ChIP\_H3K9me2\_wt-hs\_2081F7-1\_R1\_001.fastq.gz  
 ChIP\_H3K9me2\_wt-hs\_2081F7-1\_R2\_001.fastq.gz  
 ChIP\_H3K9me2\_wt-hs\_2081F7-2\_R1\_001.fastq.gz  
 ChIP\_H3K9me2\_wt-hs\_2081F7-2\_R2\_001.fastq.gz  
 ChIP\_H3K9me2\_wt-hs\_2081F8-1\_R1\_001.fastq.gz  
 ChIP\_H3K9me2\_wt-hs\_2081F8-1\_R2\_001.fastq.gz  
 ChIP\_H3K9me2\_wt-hs\_2081F8-2\_R1\_001.fastq.gz  
 ChIP\_H3K9me2\_wt-hs\_2081F8-2\_R2\_001.fastq.gz  
 H3K27ac\_emb\_500bp\_unique.tab  
 H3K9me2\_heatshock\_500bp\_unique.tab  
 input\_H3K27ac\_hs\_2651F4-1\_R1\_001.fastq.gz  
 input\_H3K27ac\_hs\_2651F4-1\_R2\_001.fastq.gz  
 input\_H3K27ac\_hs\_2651F4-2\_R1\_001.fastq.gz  
 input\_H3K27ac\_hs\_2651F4-2\_R2\_001.fastq.gz  
 input\_H3K27ac\_hs\_2651F5-1\_R1\_001.fastq.gz  
 input\_H3K27ac\_hs\_2651F5-1\_R2\_001.fastq.gz  
 input\_H3K27ac\_hs\_2651F5-2\_R1\_001.fastq.gz  
 input\_H3K27ac\_hs\_2651F5-2\_R2\_001.fastq.gz  
 input\_H3K27ac\_hs\_2651F6-1\_R1\_001.fastq.gz  
 input\_H3K27ac\_hs\_2651F6-1\_R2\_001.fastq.gz  
 input\_H3K27ac\_hs\_2651F6-2\_R1\_001.fastq.gz  
 input\_H3K27ac\_hs\_2651F6-2\_R2\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F7-1\_R1\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F7-1\_R2\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F7-2\_R1\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F7-2\_R2\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F8-1\_R1\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F8-1\_R2\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F8-2\_R1\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F8-2\_R2\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F9-1\_R1\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F9-1\_R2\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F9-2\_R1\_001.fastq.gz  
 input\_H3K27ac\_met2\_2651F9-2\_R2\_001.fastq.gz

```

input_H3K27ac_met2cd_2651F10-1_R1_001.fastq.gz
input_H3K27ac_met2cd_2651F10-1_R2_001.fastq.gz
input_H3K27ac_met2cd_2651F10-2_R1_001.fastq.gz
input_H3K27ac_met2cd_2651F10-2_R2_001.fastq.gz
input_H3K27ac_met2cd_2651F11-1_R1_001.fastq.gz
input_H3K27ac_met2cd_2651F11-1_R2_001.fastq.gz
input_H3K27ac_met2cd_2651F11-2_R1_001.fastq.gz
input_H3K27ac_met2cd_2651F11-2_R2_001.fastq.gz
input_H3K27ac_met2cd_2651F12-1_R1_001.fastq.gz
input_H3K27ac_met2cd_2651F12-1_R2_001.fastq.gz
input_H3K27ac_met2cd_2651F12-2_R1_001.fastq.gz
input_H3K27ac_met2cd_2651F12-2_R2_001.fastq.gz
input_H3K27ac_wt_2651F1-1_R1_001.fastq.gz
input_H3K27ac_wt_2651F1-1_R2_001.fastq.gz
input_H3K27ac_wt_2651F1-2_R1_001.fastq.gz
input_H3K27ac_wt_2651F1-2_R2_001.fastq.gz
input_H3K27ac_wt_2651F2-1_R1_001.fastq.gz
input_H3K27ac_wt_2651F2-1_R2_001.fastq.gz
input_H3K27ac_wt_2651F2-2_R1_001.fastq.gz
input_H3K27ac_wt_2651F2-2_R2_001.fastq.gz
input_H3K27ac_wt_2651F3-1_R1_001.fastq.gz
input_H3K27ac_wt_2651F3-1_R2_001.fastq.gz
input_H3K27ac_wt_2651F3-2_R1_001.fastq.gz
input_H3K27ac_wt_2651F3-2_R2_001.fastq.gz
input_H3K9me2_wt_2081F1-1_R1_001.fastq.gz
input_H3K9me2_wt_2081F1-1_R2_001.fastq.gz
input_H3K9me2_wt_2081F1-2_R1_001.fastq.gz
input_H3K9me2_wt_2081F1-2_R2_001.fastq.gz
input_H3K9me2_wt_2081F2-1_R1_001.fastq.gz
input_H3K9me2_wt_2081F2-1_R2_001.fastq.gz
input_H3K9me2_wt_2081F2-2_R1_001.fastq.gz
input_H3K9me2_wt_2081F2-2_R2_001.fastq.gz
input_H3K9me2_wt-hs_2081F3-1_R1_001.fastq.gz
input_H3K9me2_wt-hs_2081F3-1_R2_001.fastq.gz
input_H3K9me2_wt-hs_2081F3-2_R1_001.fastq.gz
input_H3K9me2_wt-hs_2081F3-2_R2_001.fastq.gz
input_H3K9me2_wt-hs_2081F4-1_R1_001.fastq.gz
input_H3K9me2_wt-hs_2081F4-1_R2_001.fastq.gz
input_H3K9me2_wt-hs_2081F4-2_R1_001.fastq.gz
input_H3K9me2_wt-hs_2081F4-2_R2_001.fastq.gz

```

Genome browser session  
(e.g. [UCSC](#))

no longer applicable

## Methodology

Replicates

H3K9me2 ChIP-seq has 2 and H3K27ac ChIP-seq has 3 biological replica

Sequencing depth

All samples were sequenced paired end, reads are 50nt long.

| sample                  | sample   | total_reads | unique_mapped_reads |
|-------------------------|----------|-------------|---------------------|
| input_wt_H3K27ac_1      | 19463818 | 16899918    |                     |
| input_wt_H3K27ac_2      | 24031198 | 20680726    |                     |
| input_wt_H3K27ac_3      | 27328862 | 23411210    |                     |
| input_wt_37°C_H3K27ac_1 | 29756504 | 26211456    |                     |
| input_wt_37°C_H3K27ac_2 | 24887740 | 22093746    |                     |
| input_wt_37°C_H3K27ac_3 | 32202920 | 28329818    |                     |
| input_met2_H3K27ac_1    | 33026772 | 29466448    |                     |
| input_met2_H3K27ac_2    | 73452934 | 65133682    |                     |
| input_met2_H3K27ac_3    | 24387396 | 21180014    |                     |
| input_met2cd_H3K27ac_1  | 28611264 | 25127156    |                     |
| input_met2cd_H3K27ac_2  | 29945856 | 25569318    |                     |
| input_met2cd_H3K27ac_3  | 29015292 | 25447510    |                     |
| ChIP_H3K27ac_wt_1       | 23744090 | 21361728    |                     |
| ChIP_H3K27ac_wt_2       | 21702430 | 19327992    |                     |
| ChIP_H3K27ac_wt_3       | 29361010 | 26141674    |                     |
| ChIP_H3K27ac_wt_37°C_1  | 31930890 | 28896446    |                     |
| ChIP_H3K27ac_wt_37°C_2  | 29505794 | 26876674    |                     |
| ChIP_H3K27ac_wt_37°C_3  | 30294944 | 27328522    |                     |
| ChIP_H3K27ac_met2_1     | 40299360 | 36470940    |                     |
| ChIP_H3K27ac_met2_2     | 34273814 | 31083804    |                     |
| ChIP_H3K27ac_met2_3     | 34366132 | 30633968    |                     |
| ChIP_H3K27ac_met2cd_1   | 33387986 | 29983456    |                     |
| ChIP_H3K27ac_met2cd_2   | 23864600 | 21121024    |                     |
| ChIP_H3K27ac_met2cd_3   | 30071748 | 27474318    |                     |
| input_wt_H3K9me2_20°C_1 | 22304730 | 9928436     |                     |

|                         |                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         | <input_wt_h3k9me2_20°c_2 102361372="" 89301222<br=""></input_wt_h3k9me2_20°c_2> input_wt_H3K9me2_37°C_1 38797510 20253164<br>input_wt_H3K9me2_37°C_2 42039964 17224180<br>ChIP_wt_H3K9me2_20°C_1 39615190 25239790<br>ChIP_wt_H3K9me2_20°C_2 52035804 36370888<br>ChIP_wt_H3K9me2_37°C_1 70468564 56442676<br>ChIP_wt_H3K9me2_37°C_2 62287706 49209124 |
| Antibodies              | mouse anti H3K9me2 (MAB10317 (MBL; Kimura et al., 2008), recombinant anti-H3K27ac (ab177178)                                                                                                                                                                                                                                                           |
| Peak calling parameters | MACS2 version 2.2.7.1 was used for peak-calling with the parameters "-f BAM -g 93260000 --broad". Peaks were called for each IP sample vs. its matched input control sample.                                                                                                                                                                           |
| Data quality            | A q-value cutoff of 0.05 was applied to all Adnp ChIP replicates separately. Plotting -log10 q-values for each replicate against each other showed a good correlation, indicating reproducibility.                                                                                                                                                     |
| Software                | R package Bioconductor is version 3.12, QuasR v1.30.0, Diffbind package v 3.0.11, Trimmomatic v0.39, bowtie2, Bismark program ( <a href="https://github.com/FelixKrueger/Bismark">https://github.com/FelixKrueger/Bismark</a> )                                                                                                                        |

# Supplementary material for: SETDB1-like MET-2 promotes transcriptional silencing and development independently of its H3K9me-associated catalytic activity
**Source:** Nat Struct Mol Biol. 2022 Jan 31;29(2):85–96. doi: 10.1038/s41594-021-00712-4
**Supplement:** Source Data Fig. 2 — Unprocessed western blots.

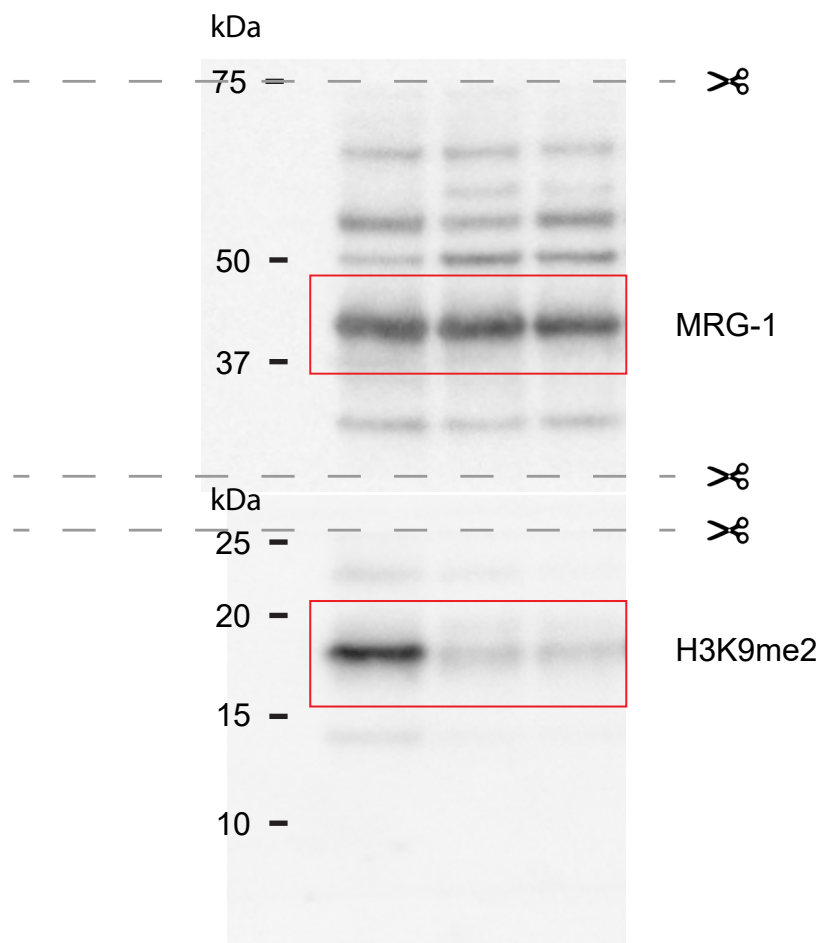

**Fig. 2b**

✂ = membrane cut prior to antibody incubation

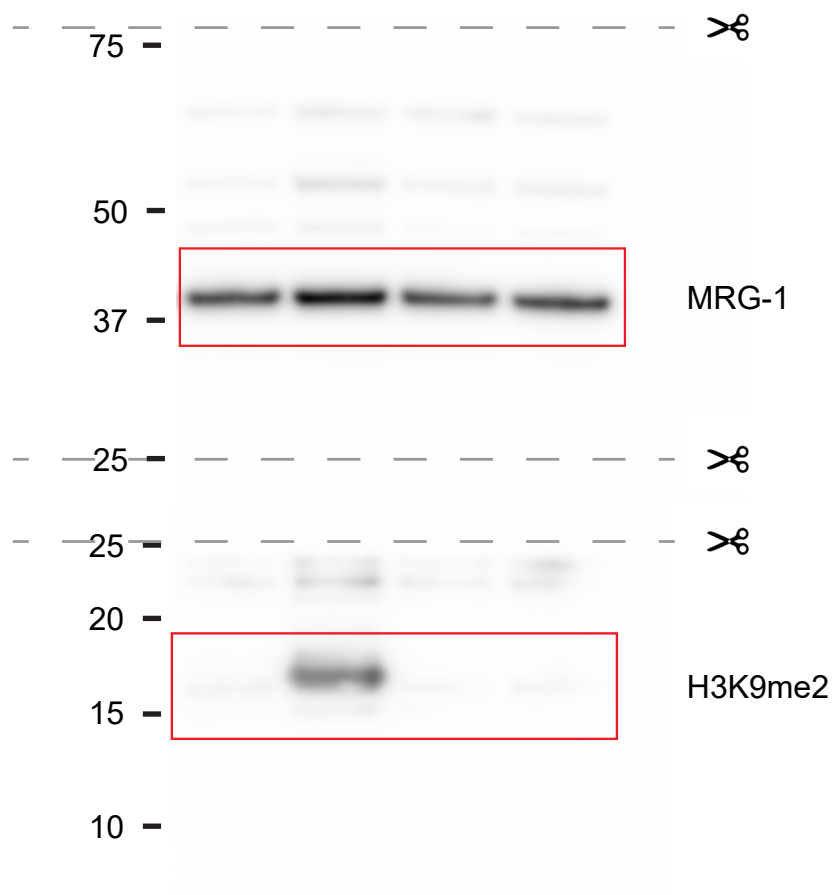

**Fig. 2c**

✂ = membrane cut prior to antibody incubation

# Supplementary material for: SETDB1-like MET-2 promotes transcriptional silencing and development independently of its H3K9me-associated catalytic activity
**Source:** Nat Struct Mol Biol. 2022 Jan 31;29(2):85–96. doi: 10.1038/s41594-021-00712-4
**Supplement:** Source Data Fig. 5 — Unprocessed western blots.

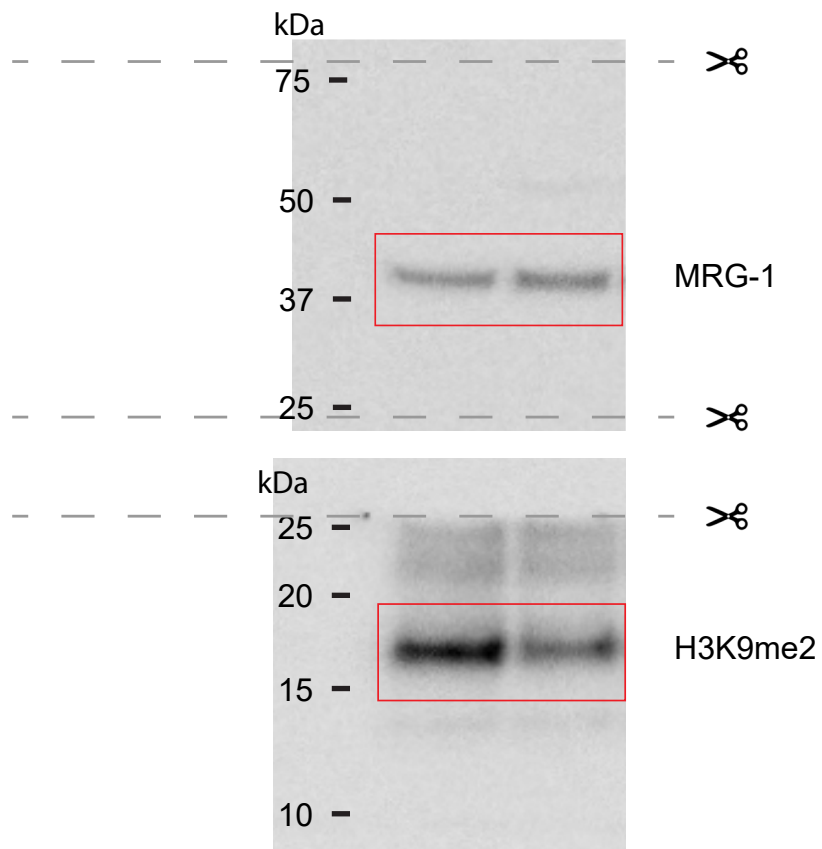

**Fig. 5f**

✂ = membrane cut prior to antibody incubation

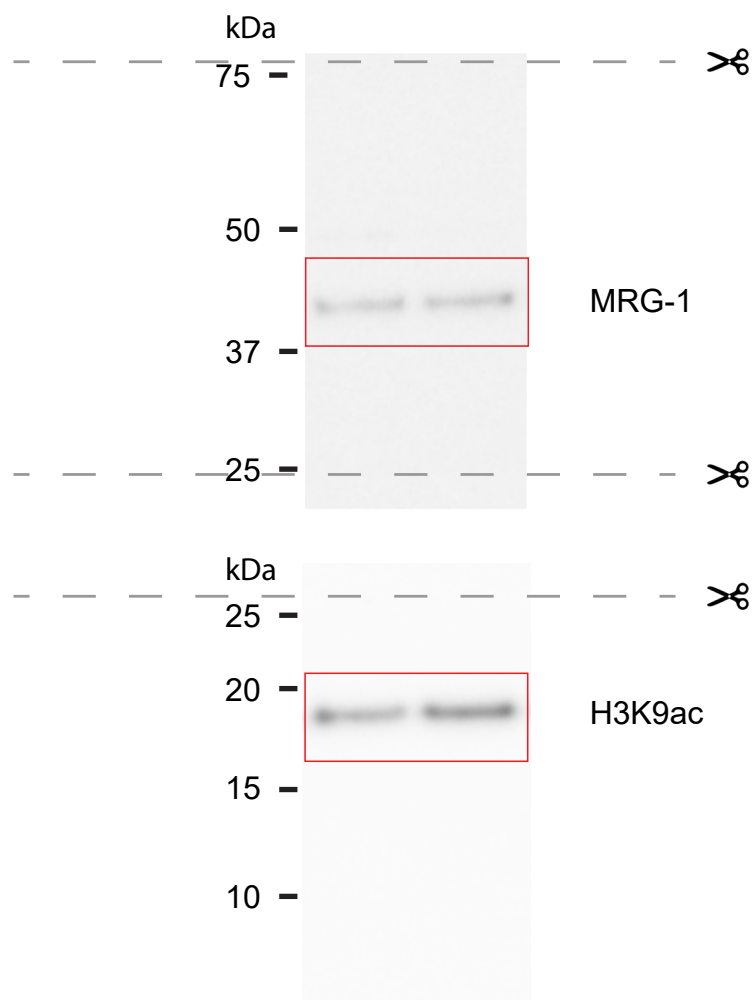

**Fig. 5g H3K9ac**

✂ = membrane cut prior to antibody incubation

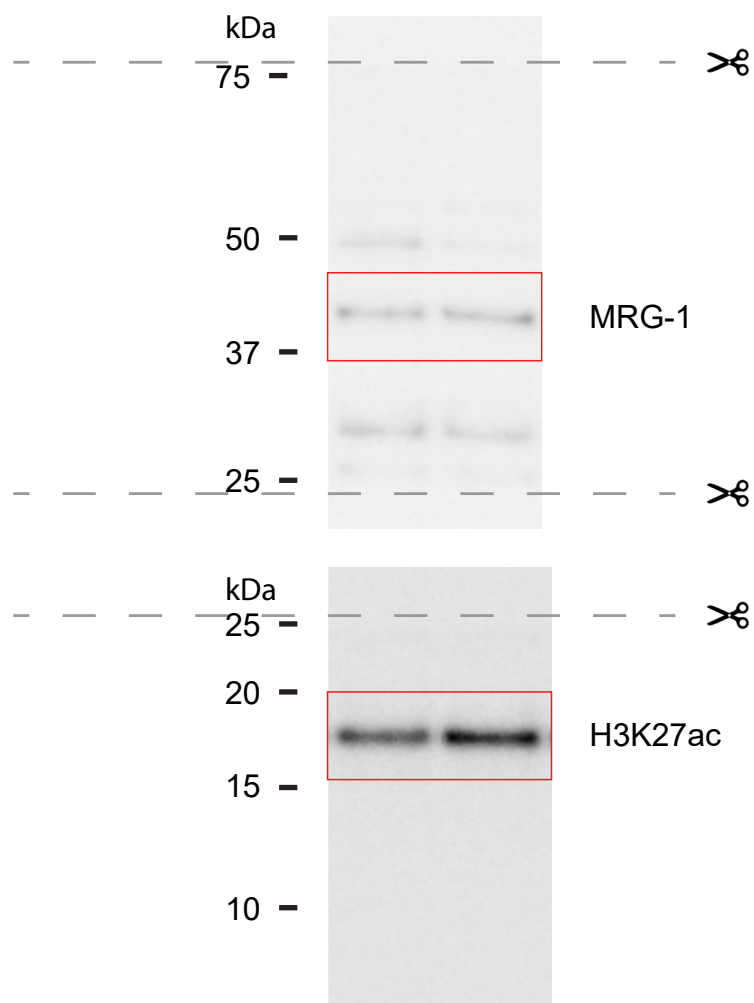

**Fig. 5g H3K27ac**

✂ = membrane cut prior to antibody incubation

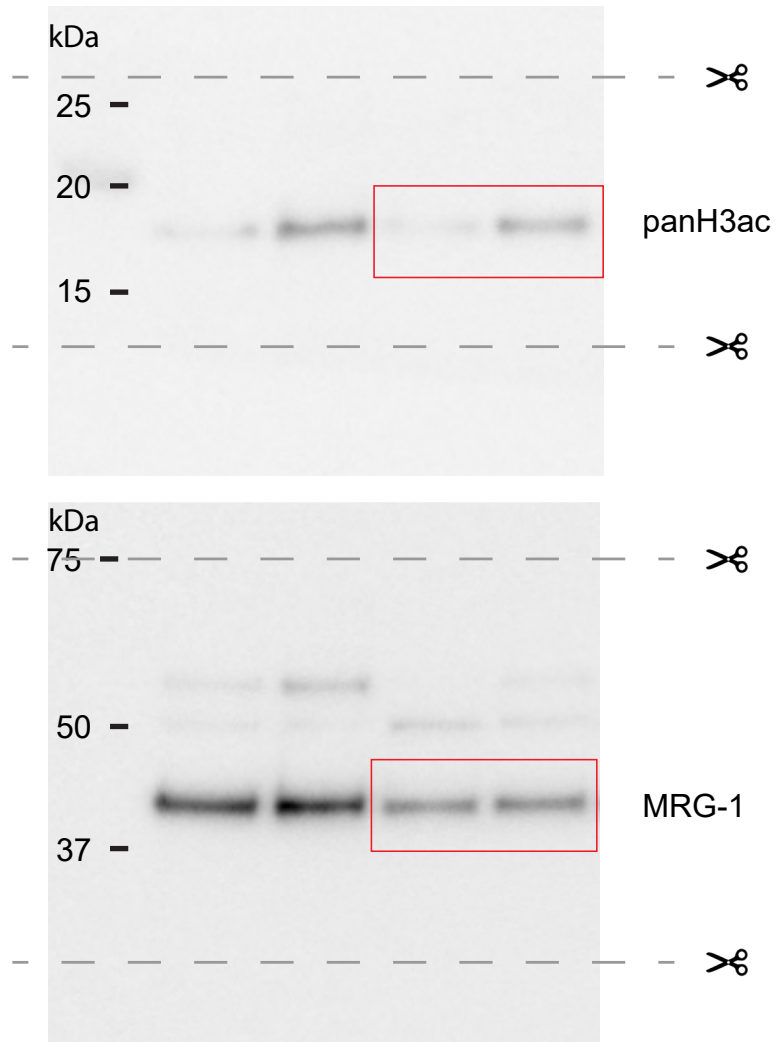

**Fig. 5g panH3ac**

✂ = membrane cut prior to antibody incubation

# Supplementary material for: SETDB1-like MET-2 promotes transcriptional silencing and development independently of its H3K9me-associated catalytic activity
**Source:** Nat Struct Mol Biol. 2022 Jan 31;29(2):85–96. doi: 10.1038/s41594-021-00712-4
**Supplement:** Source Data Extended Data Fig. 1 — Unprocessed western blots.

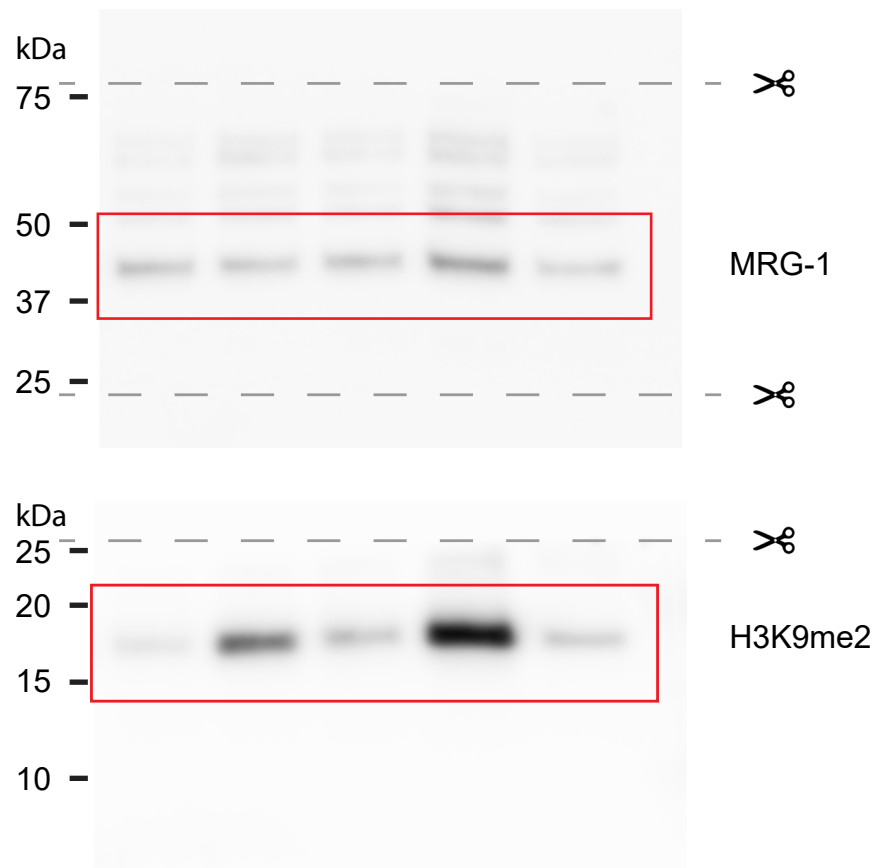

## Extended Data Figure 1b

✂ = membrane cut prior to antibody incubation

Delaney et al  
unprocessed blots

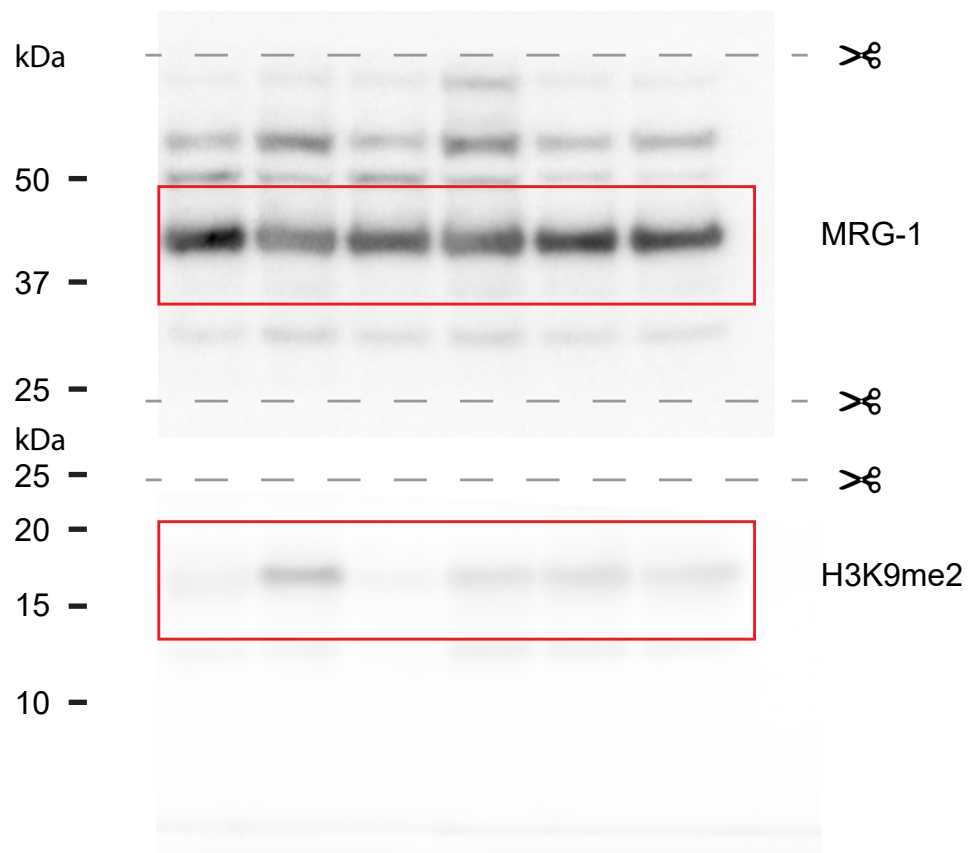

**Extended Data Figure 1d**

✂ = membrane cut prior to antibody incubation

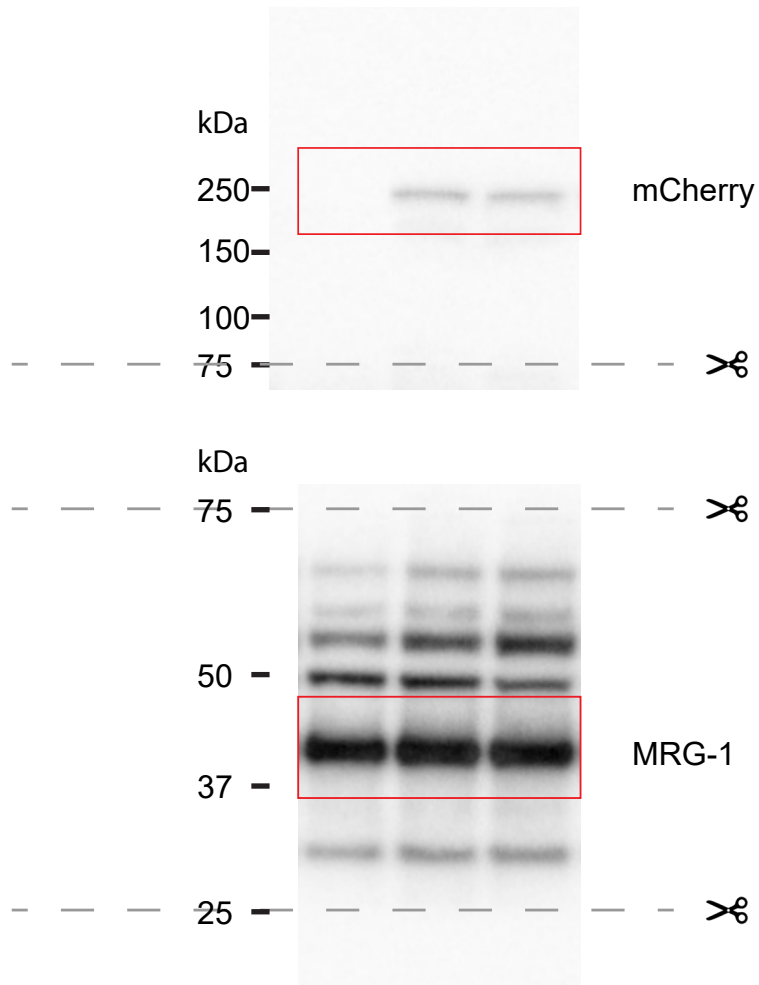

**Extended Data Figure 1e**

 = membrane cut prior to antibody incubation

Delaney et al  
unprocessed blots

# Supplementary material for: SETDB1-like MET-2 promotes transcriptional silencing and development independently of its H3K9me-associated catalytic activity
**Source:** Nat Struct Mol Biol. 2022 Jan 31;29(2):85–96. doi: 10.1038/s41594-021-00712-4
**Supplement:** Source Data Extended Data Fig. 2 — Unprocessed western blots.

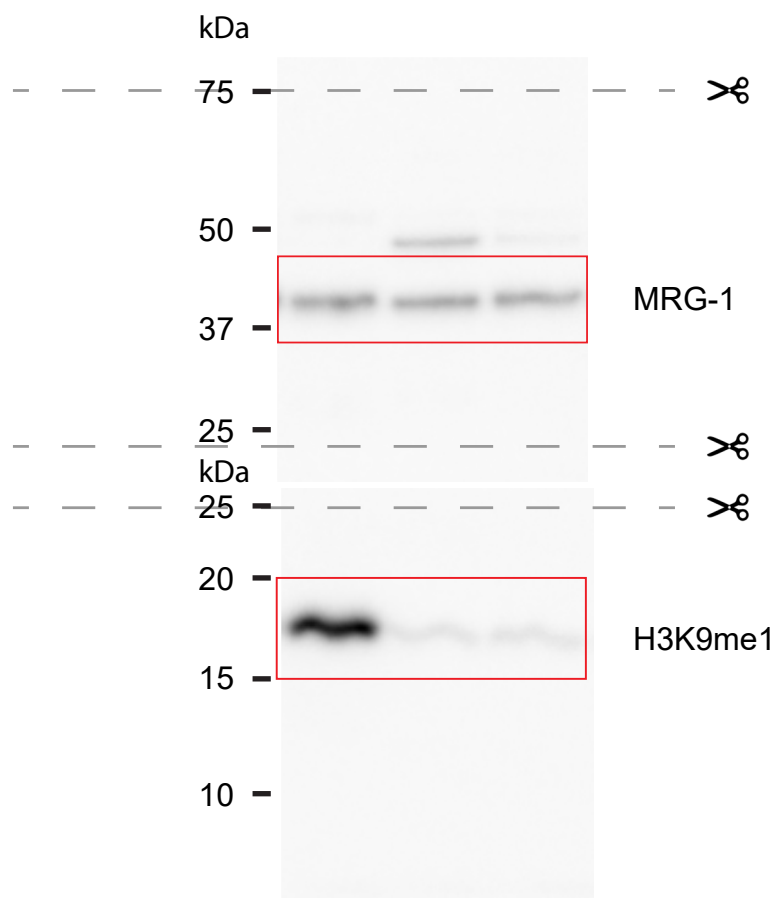

## Extended Data Figure 2a H3K9me1

✂ = membrane cut prior to antibody incubation

Delaney et al  
unprocessed blots

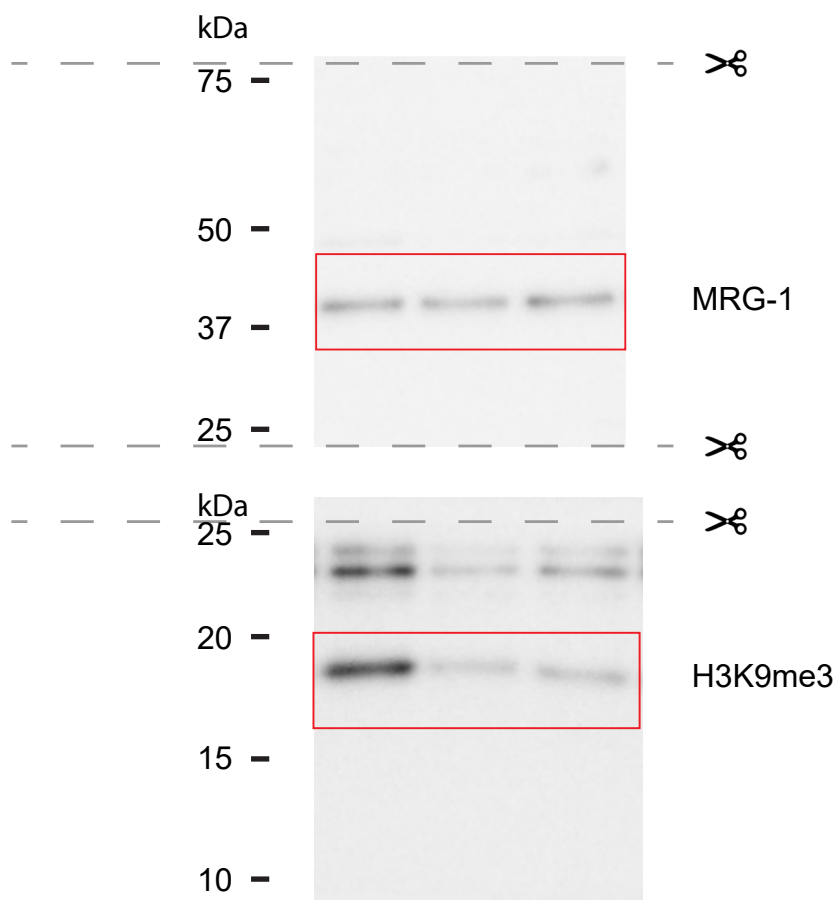

## Extended Data Figure 2a H3K9me3

✂ = membrane cut prior to antibody incubation

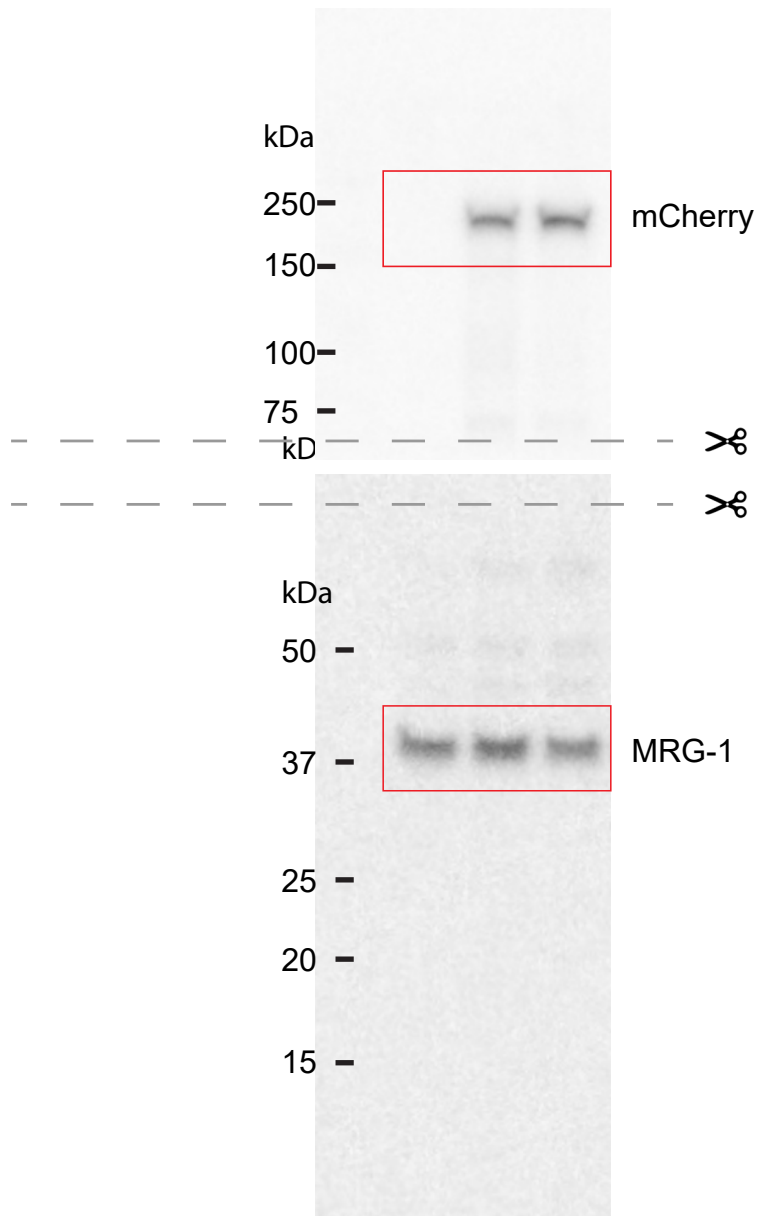

## Extended Data Figure 2d

✂ = membrane cut prior to antibody incubation

# Supplementary material for: SETDB1-like MET-2 promotes transcriptional silencing and development independently of its H3K9me-associated catalytic activity
**Source:** Nat Struct Mol Biol. 2022 Jan 31;29(2):85–96. doi: 10.1038/s41594-021-00712-4
**Supplement:** Source Data Extended Data Fig. 3 — Unprocessed western blots.

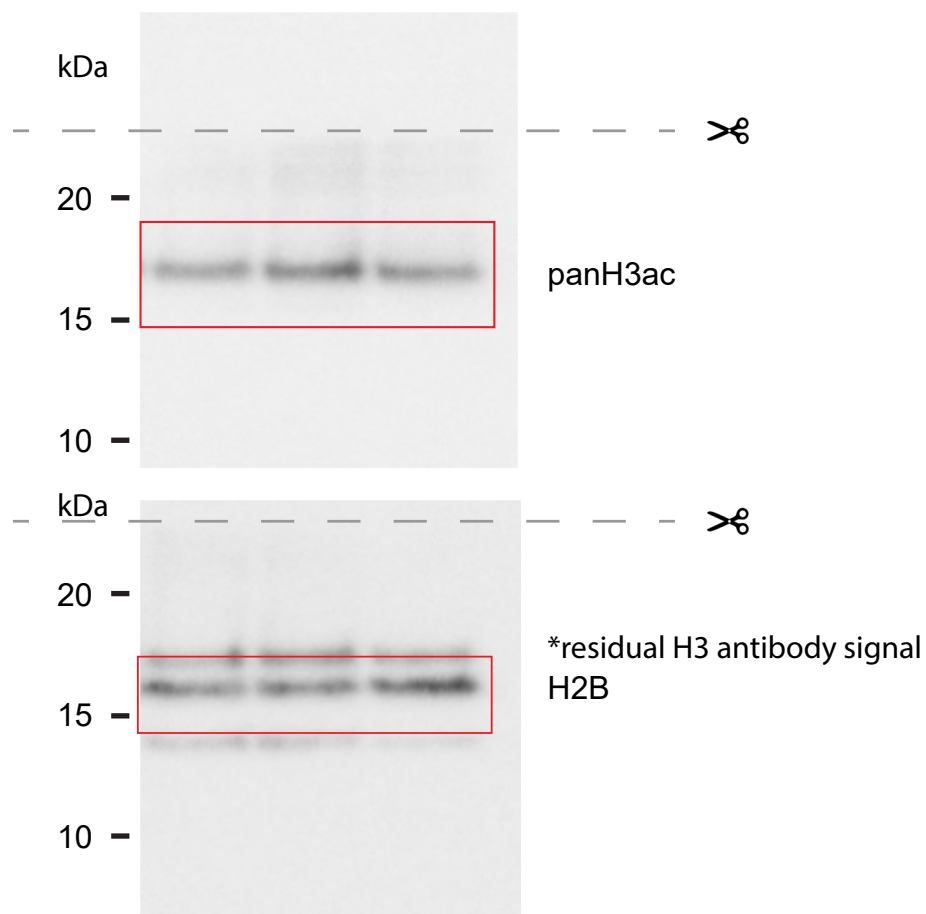

## Extended Data Figure 3a panH3ac

✂ = membrane cut prior to antibody incubation

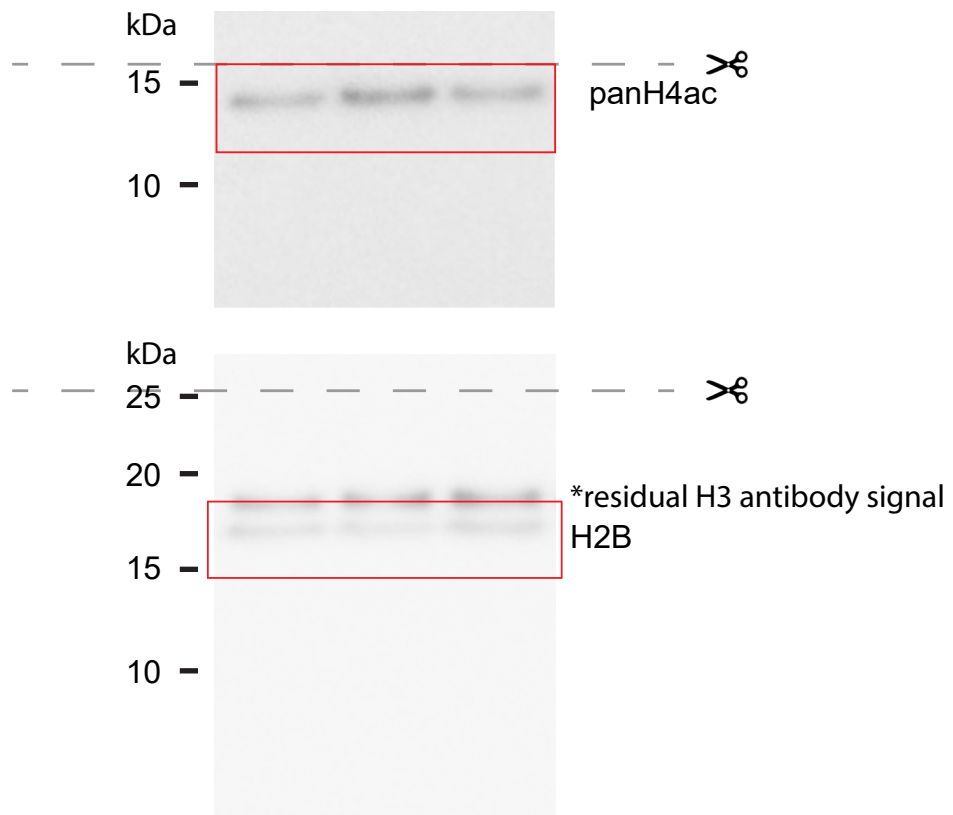

## Extended Data Figure 3a panH4ac

✂ = membrane cut prior to antibody incubation

How the deposited data were processed for this re-analysis (not part of the article)

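H3K27ac was measured by ChIP-seq in early embryos of WT, met-2Δ and met-2-CD worms at 20 °C and of WT worms exposed to 37 °C (HS), with 3 IP and 3 input replicates per group. H3K9me2 was measured in WT early embryos at 20 °C and after exposure to 37 °C, with 2 IP and 2 input replicates per temperature. The paper's text gives 30 min at 37 °C for the H3K27ac experiment and 60 min for H3K9me2, and the sample labels give 60 min for both.

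The authors sequenced paired ends, aligned the reads to ce10 with bowtie through QuasR, kept uniquely mapped reads and deposited counts of reads per 500-bp window, one column per library, without normalization. In each of the 32 columns the total is an even number and equals the number of uniquely mapped reads in the Reporting Summary, so both mates of a pair were counted and reads are not independent molecules. The 24 H3K27ac libraries held between 16899918 and 65133682 counted reads and the 8 H3K9me2 libraries between 9928436 and 89301222.

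Samples were grouped by the genotype, temperature and replicate number in their labels, and no group was formed from the counts. Each IP library was matched to the input library of the same group and replicate number. Counts were scaled by the total of all windows to the mean library size, as in the paper's methods, and a pseudocount of 2 was added before the log2 ratio of IP to input was taken. H3K27ac regions were adjacent windows with a log2 ratio of at least 1 in at least 2 of the IP and input pairs over all 4 groups and a mean scaled input of at least 10, with the mitochondrial genome (28 windows) left out. Of 200579 windows, 196112 passed the input minimum. The regions had a median width of 1500 bp and a largest width of 23000 bp, and 1011 were a single window. They took the place of MACS2 peaks, which were not used here. H3K9me2 domains were runs of at least 3 consecutive windows with a mean log2 ratio of at least 1 at 20 °C.

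Regions were tested with edgeR 4.0.16 in R 4.3.3, by a quasi-likelihood fit to all H3K27ac IP libraries, with the totals of all windows as library sizes, no further normalization and Benjamini-Hochberg adjustment. A region was called at an adjusted p-value under 0.01, the FDR threshold of the legends of Figs. 3e and 5h. The contrasts were met-2Δ, met-2-CD and HS against WT, and met-2Δ against met-2-CD. HS was also tested against met-2Δ, a comparison added after the calls had been seen. Log2FC and its standard error come from this model. Overlaps between sets of regions were tested with Fisher's exact test, two-sided, and group means of single values with an exact permutation test, two-sided. H3K9me2 at 37 °C was given as a percent of 20 °C from the mean scaled IP counts over domain windows, and domains were also tested with edgeR. Alternatives used edgeR's TMM normalization, DESeq2 1.42.0, a loess normalization with limma 3.58.1 (span 0.3), background scaling by the reads outside the regions, and other definitions of regions, domains and thresholds. Replicates were left out in turn with the regions kept fixed. Tables were handled with data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

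Pairing by replicate number was checked from the correlation of deviations between replicates of the same number, because the labels number the replicates but the paper's text does not describe blocks. Replicate pairs of H3K27ac IP libraries had a Pearson r of log counts between 0.861 and 0.948 across windows past the input minimum.

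The regions named in the text were fixed by a rule before the data were examined. They are the tested region nearest to the position printed in Fig. 3f and any region called in met-2Δ within 10 kb of it, the 2 gained and 2 lost regions with the lowest p-value in each contrast with WT whose 3 replicates all lie outside the range of the WT replicates, and the regions called in met-2-CD but not in met-2Δ. The rule also asked for the windows on chromosome III that the met-2Δ deletion removes, but the scan for windows without reads that located them was chosen after the counts had been seen. The 4 regions that differed between met-2Δ and met-2-CD were named after their values had been seen. Coordinates are those of ce10 as the windows give them.

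The pipeline was tested on simulated data made from these counts. Of 50 regions raised 2-fold in one group, 46 were called (92%), and of 50 lowered 2-fold, 47. With a 1.5-fold change, 16 of 50 raised (32%) and 19 of 50 lowered (38%) were called. Of 5016 unchanged regions 4 were called, and 0 of 5216 in a contrast without simulated changes. Of 100 H3K9me2 domains lowered 2-fold 0 were called, of 100 lowered 4-fold 27, and 0 of 3443 unchanged domains. For the H3K9me2 level, a reduction to 60% was simulated in the domains. Scaling by the library totals was expected to turn this into a level of 66.1%, and 66.1% was recovered. This scaling thus understated the simulated reduction.

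ChIP-qPCR, RNA-seq, imaging, western blots and MET-2 ChIP were not analysed here. No ce10 gene annotation was used here, so promoters, repeats and genes at the regions were not analysed.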

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

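The test of DNA copy number in the input libraries and the test of enrichment strength for the difference between met-2Δ and met-2-CD were chosen only after the result was seen.

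The direct comparison of met-2Δ with met-2-CD is listed because a test of the difference itself passed at 4 regions, while 252 regions had an unadjusted p-value under 0.05 against 260.8 that would have it without any difference. With normalizations that centre the median change of all regions (-0.18 with library totals) this number was above 260.8, at 397 with TMM, 415 with DESeq2's median-of-ratios size factors and 402 with loess, and with background scaling it was 143. With a replicate left out it ranged from 89 to 785, so it does not settle whether differences exceed chance. All 4 regions were higher in met-2Δ, but 1 of them does not measure acetylation. At 1 of them (25%), on chromosome V from 5080954 to 5081453, the input also differed in the same direction, with 0 input reads in each met-2-CD replicate against 76 to 344 in each of the other libraries, and the 3 adjoining windows also had 0. This stretch is missing from the met-2-CD libraries before any immunoprecipitation, so the call there reflects missing DNA sequence in the libraries. At the other 3 regions no input difference passed. Scaled input reads in met-2Δ and met-2-CD were 279 and 274 at the region on chromosome II from 1930006 to 1931005 and 436 and 461 at the region on chromosome V from 15590409 to 15591908, so a difference in copy number does not account for these. At the region on chromosome II from 12196462 to 12196961 they were 37.3 ± 16.4 (SD, n = 3) and 18.0 ± 4.97 (SD, n = 3), and copy number or mappability stays open there. A difference in enrichment strength between the IP libraries was tested by a loess normalization, after which 3 of the 4 (75%) were still called in the same direction. That normalization moved the median of all regions upward from -0.18, in the direction of these calls, so the test could hardly have removed them and decides nothing about enrichment strength. With background scaling, which moved the median to -0.24, 3 of the 4 were also still called. Of the splits of these 6 libraries that part all 3 pairs of the same number, 1 of 4 called as many regions, which is the real one, and no other of the 10 splits called any region. A share below 1 in 20 cannot be reached with these numbers, so the splits alone decide nothing. More H3K27ac without MET-2 than with catalytically deficient MET-2 is one biological reading for the region on chromosome V from 15590409 to 15591908 (log2FC 0.99), which passed in 4 of the 6 fits that left out a replicate, and for the region on chromosome II from 1930006 to 1931005 (log2FC 1.17), which passed in all 6. The latter was not a region gained in met-2Δ (log2FC 0.34, adjusted p = 0.46). The third, on chromosome II from 12196462 to 12196961, rests on few reads, with 11.4 scaled IP reads in met-2-CD. These readings remain hypotheses, since they were found and tested on the same data.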

How the results depend on the processing

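The loess normalization and the crossed replicate block for H3K9me2 were chosen after seeing the data, and all other alternatives in this part were set before the data were examined.

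The share of met-2Δ calls also called in HS kept its direction and significance under all 28 alternatives (31.3% to 83.3%), and the share of met-2-CD calls also called in met-2Δ under 26 of 27. The exception, without WT replicate 2, gave 0% (2 met-2-CD calls), and the 9 fits that left out a replicate ranged from 0% to 75%. With input libraries in the model no region was called in met-2-CD, so no share exists there. The totals listed in the Reporting Summary equal the column totals and cannot move any result.

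The counts of called regions moved more, and the cause was not tested for any of these changes. In the main setting, 48 regions were called in met-2Δ, 9 in met-2-CD, 1153 in HS and 4 between met-2Δ and met-2-CD, where the region on chromosome V from 5080954 to 5081453, without input reads in met-2-CD, is one of the 9 and one of the 4. TMM gave 177 in met-2Δ, 36 in met-2-CD and 9 between the mutants. DESeq2's median-of-ratios size factors gave 260, 57, 1928 in HS and 29 between the mutants. Loess normalization gave 164, 29, 1745 and 14. These 3 normalizations bring the median log2FC of all regions from -0.18 to -0.01 (TMM), -0.02 and -0.01 in met-2Δ and from 0.31 to -0.01 (TMM), -0.00 and 0.00 in HS, and the HS calls then split nearly evenly, as 873 gained and 844 lost (TMM), 1010 and 918, and 911 and 834, against 1124 and 29. Background scaling gave 12 in met-2Δ and 3 in met-2-CD, with medians of -0.23 in met-2Δ and 0.43 in HS. With only the groups compared in the model, HS had 2013. Subtracting input gave 37 in met-2-CD, 566 in HS and 7 between the mutants (3 higher and 4 lower in met-2Δ). Input libraries in the model gave 19 in met-2Δ, 0 in met-2-CD (172 at an unadjusted p-value under 0.05) and 733 in HS. An adjusted p-value under 0.05 gave 29 in met-2-CD and 1857 in HS. Requiring a 2-fold change gave 16, 4 and 234. A lower enrichment of 0.5 gave 171, 35, 1961 and 20 (16 higher and 4 lower in met-2Δ), and 1.5 gave 6, 1, 546 and 1. Enrichment in all replicates of a group gave 14 in met-2Δ, 1 in met-2-CD and 1 between the mutants. Single enriched windows gave 102 in met-2Δ (76 gained, 26 lost) and 4354 in HS. Testing all windows past the input minimum gave 340, 36, 14659 (8228 gained, 6431 lost) and 56 (46 higher and 10 lower in met-2Δ). Alternatives that change the regions were tested on their own regions. A replicate block gave 8 in met-2-CD, 848 in HS and 4 between the mutants. Leaving out one replicate gave from 16 to 40 in met-2Δ, 2 to 17 in met-2-CD, 553 to 1041 in HS and 2 to 4 between the mutants. Of the regions called in met-2Δ, 45 remained called with TMM, 47 with loess, 36 with the replicate block and 12 with background scaling.

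Among the 14 named log2FC values, 202 of 238 refits kept the direction and the side of the threshold, 31 were weaker and 5 reversed. The region nearest the position of Fig. 3f went from -0.13 to 0.0599 with TMM, 0.0571 with DESeq2's median-of-ratios size factors and 0.0579 with loess, and ranged from -0.29 to 0.16 with a replicate left out. The region on chromosome V from 5080954 to 5081453 went from -6.37 to 3.71 with input libraries in the model, where the met-2-CD input is 0.

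The H3K9me2 level at 37 °C stayed below 100% under all 19 alternatives, from 43.0% to 85.0%, the highest with domains from replicate 1 at 20 °C and the level from replicate 2; with a replicate left out it was from 44.5% to 77.0%. The count of lower domains, 2, was 0 with DESeq2 (791 at an unadjusted p-value under 0.05), 0 with TMM (367), which centres the change over the domains so that 1778 of 3643 had a log2FC below 0 against 3616 with library totals, and 0 with a domain threshold of 1.5 (323), 1 with background scaling, 1 with the replicate block, 1 with the numbers crossed, 4 with a domain threshold of 0.5 and 6 with an adjusted p-value under 0.05. No test was run with a replicate left out, since one temperature then has a single library. The simulated 2-fold reductions were not called with these replicates, so the low count limits what can be said about single domains. The simulation lowered only a small share of the domains and does not give the power for a change common to all of them.

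The overlap of gained H3K27ac regions with H3K9me2 domains passed in met-2Δ under 6 of 7 alternatives and was weaker, 40%, with background scaling (Fisher's exact test, p = 0.074, over the alternatives from 3.8e-25 to 0.074). In met-2-CD, 42.9% overlapped (Fisher's exact test, p = 0.10), which rose past the threshold to 48.4% with H3K27ac enrichment 0.5, 100% with domain threshold 0.5 and 53.1% with TMM, and was 0% with H3K27ac enrichment 1.5 and 0% with domain threshold 1.5. In HS the overlap passed under all 7. The promoter share was not run, because no ce10 annotation was used here. The correlation against disjoint WT libraries is given among the other observations.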

Differences from the paper's values

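No test in this part was chosen after the result was seen, except the loess normalization where it is named.

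In met-2Δ, 48 regions differed from WT, against the paper's 565. None of the 24 alternatives set before the data were examined closed the gap. They gave between 6 and 340 regions, with the highest when all windows past the input minimum were tested.

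In met-2-CD, 9 regions differed from WT, one of them without input reads in met-2-CD, against the paper's 38. Of the 24 alternatives set before the data were examined, 6 gave a value within 1.5 times the paper's: 36 with TMM, 57 with DESeq2's median-of-ratios size factors, 37 with input subtracted, 29 with an adjusted p-value under 0.05, 35 with an enrichment of at least 0.5 and 36 with all windows past the input minimum. The other 18 did not. Loess normalization, chosen after seeing the values, gave 29.

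Of the regions called in met-2-CD, 6 were also called in met-2Δ, against about 37 in Fig. 3g, read by eye. Of the 26 alternatives set before the data were examined, 4 closed the gap, with 33 for TMM, 51 for DESeq2's median-of-ratios size factors, 29 with input subtracted and 26 with an enrichment of at least 0.5, and 22 did not.

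The paper states that nearly every changed peak in met-2-CD was also changed in met-2Δ, while 6 of 9 regions (66.7%) were here, where the 9 include the region without input reads in met-2-CD. The share came closer to that statement with TMM (91.7%, 33 of 36) and reached 100% with an enrichment of at least 1.5, where 1 region was called in met-2-CD. The paper puts the number of HS peaks at a small multiple of the number in met-2Δ, while the ratio here was 24.0, and between 7.42 and 91 over the alternatives, none of which reached the paper's multiple. Fig. 3f marks a peak on chromosome II that gains acetylation in met-2Δ and not in met-2-CD. Within 10 kb of the position printed there, 1 region was tested and 0 were called in met-2Δ (log2FC -0.13, adjusted p = 0.67), nor in any of its 17 refits. The gained region 19667 bp away, from 12175962 to 12176961, had a log2FC of 1.47 in met-2Δ and 0.74 in met-2-CD (adjusted p = 0.027), and 0.74 between the mutants (adjusted p = 0.037). The paper describes hardly any gain in met-2-CD at sites that gained acetylation in both HS and met-2Δ, while the median log2FC in met-2-CD at the 30 such regions here was 0.56, above 0 at all 30, with 2 called.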

Other observations

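The loess normalization, the scan for windows without reads, the test of replicate 2 at 20 °C alone and the crossed replicate numbers were chosen only after the result was seen, and the test with a met-2Δ replicate held out was chosen after the medians at the gained regions had been seen.

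Of the splits of the 6 libraries that part all 3 pairs of the same replicate number, 1 of 4 gave as many called regions as the real one in met-2Δ against WT, 1 of 4 in met-2-CD and 1 of 4 in HS, and this was the real split each time. Over all 10 splits the largest count from another split was 0 in met-2Δ, 1 in met-2-CD and 0 in HS. With 4 or 10 splits, a share below 1 in 20 cannot be reached, so chance is not excluded by this count.

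Stronger enrichment in some IP libraries was tested as a source of the calls with the loess normalization. Of the met-2Δ calls, 97.9% were still called in the same direction, and of the HS calls 78.1% (871 gained and 29 lost). No called region in met-2Δ or HS differed in input in the same direction (0% and 0%). In HS, where loess lowered the median of all regions from 0.31 to 0.00, enrichment strength alone therefore does not account for most of the gained calls. In met-2Δ, loess raised the median from -0.18 to -0.01, in the direction of the gained calls, so the test could hardly have removed them and decides nothing there. Background scaling, which lowered the median in met-2Δ to -0.23, kept 12 of the 48 calls. The normalization changes the balance in HS, where the share of gained calls fell from 97.5% to 50.8% with TMM, 52.4% with DESeq2's median-of-ratios size factors and 52.2% with loess. Whether the higher share of IP reads in regions in HS reflects more acetylation or a stronger pull-down cannot be told apart, since no spike-in was used here. The choice of regions, which included the HS libraries, may also contribute.

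Log2FC values in met-2Δ and HS had a Spearman correlation of 0.230 across regions, which fell to a mean of 0.0999 (from 0.063 to 0.122 over 6 choices) when the contrasts used disjoint WT replicates. For met-2-CD and met-2Δ it fell from 0.668 to 0.239 (from 0.148 to 0.346). The shared WT replicates may thus account for most of the correlation over all regions, though disjoint contrasts also use fewer WT replicates. At the regions gained in met-2Δ the shared replicates do not account for the change in HS, which with a WT replicate held out was above the median of the other regions in at least 83.3%. The change in met-2-CD was above 0 in at least 96.7%, which is consistent with a change of the same sign in met-2-CD. A larger change in met-2Δ than in met-2-CD was also tested with a met-2Δ replicate held out. The prediction was at least 75% of regions for each replicate, and the lowest was 71.1%, so it was not met for replicate 3, although 94.7% of those regions were above the median of the other regions.

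Regions that gained H3K27ac lay mostly in the outer parts of the autosomes, a fraction of 0.33 of the length at each end, 40 of 42 (95.2%) in met-2Δ against 63.7% of other regions (odds ratio 11.4, Fisher's exact test, p = 2.6e-06), and 812 of 1057 (76.8%) in HS against 60.0% (odds ratio 2.21, Fisher's exact test, p = 2.5e-24). Of the few lost regions, 4 of 5 (80%) in met-2Δ and 19 of 24 (79.2%) in HS also lay there. In HS the outer position was therefore not particular to gained regions. GC content and mappability along the chromosomes were not tested as explanations.

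The lower H3K9me2 level at 37 °C may rest in part on one library, because replicate 1 at 20 °C was more enriched than replicate 2. Against replicate 2 alone the level was 77.0%, still below the 90% set as the limit. With the domains chosen from one 20 °C replicate and measured in the other, the level was 85.0% when replicate 2 was measured and 45.1% when replicate 1 was, with a mean of 65.0%. The choice of domains together with the stronger enrichment of replicate 1 may thus account for part of the reduction, and how large a part stays open. The 85.0% also rests on a different set of domains, with 6164 from replicate 1 alone against 3643 in the main set. Without mitochondrial reads the level was 53.1%, so these reads do not account for the reduction. With 2 replicates per temperature, chance is not excluded (exact permutation test, p = 0.33).

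The paper's model led to the hypothesis that regions gaining H3K27ac without MET-2 lie in WT H3K9me2 domains. Of the 43 regions gained in met-2Δ, 24 (55.8%) overlapped a domain, against 16.7% of other regions (odds ratio 6.31, Fisher's exact test, p = 7.6e-09). Gained regions have low H3K27ac in WT, and 86.0% were in the lowest of 10 groups of WT level. Within these groups the Mantel-Haenszel odds ratio was 3.51, so a low WT level may account for part of the overlap. Most gained regions fell in the lowest group, within which the WT level is hardly matched. Whether the WT level accounts for all of the overlap therefore stays open. In HS, 334 of 1124 gained regions (29.7%) overlapped a domain, against 13.5% (odds ratio 2.71, Fisher's exact test, p = 4.2e-34).

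In met-2-CD, 3 windows on chromosome V from 5081454 to 5082953 had 0 input reads and 5 IP reads over the 3 replicates, against 213 to 929 input reads per library elsewhere. They adjoin the region from 5080954 to 5081453, which was called lower in met-2-CD and in HS but not in met-2Δ. The paper does not report it.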
